# Combined treatment of rapamycin and dietary restriction has a larger effect on the transcriptome and metabolome of liver

**DOI:** 10.1111/acel.12175

**Published:** 2013-12-05

**Authors:** Wilson C Fok, Alex Bokov, Jonathan Gelfond, Zhen Yu, Yiqiang Zhang, Mark Doderer, Yidong Chen, Martin Javors, William H Wood, Yongqing Zhang, Kevin G Becker, Arlan Richardson, Viviana I Pérez

**Keywords:** dietary restriction, metabolome, rapamycin, transcriptome

## Abstract

Rapamycin (Rapa) and dietary restriction (DR) have consistently been shown to increase lifespan. To investigate whether Rapa and DR affect similar pathways in mice, we compared the effects of feeding mice *ad libitum* (AL), Rapa, DR, or a combination of Rapa and DR (Rapa + DR) on the transcriptome and metabolome of the liver. The principal component analysis shows that Rapa and DR are distinct groups. Over 2500 genes are significantly changed with either Rapa or DR when compared with mice fed AL; more than 80% are unique to DR or Rapa. A similar observation was made when genes were grouped into pathways; two-thirds of the pathways were uniquely changed by DR or Rapa. The metabolome shows an even greater difference between Rapa and DR; no metabolites in Rapa-treated mice were changed significantly from AL mice, whereas 173 metabolites were changed in the DR mice. Interestingly, the number of genes significantly changed by Rapa + DR when compared with AL is twice as large as the number of genes significantly altered by either DR or Rapa alone. In summary, the global effects of DR or Rapa on the liver are quite different and a combination of Rapa and DR results in alterations in a large number of genes and metabolites that are not significantly changed by either manipulation alone, suggesting that a combination of DR and Rapa would be more effective in extending longevity than either treatment alone.

## Introduction

Rapamycin (Rapa) is a macrocyclic lactone produced by the bacterium *Streptomyces hygroscopicus* isolated from soil samples from Easter Island. Initially, Rapa was developed as an antifungal agent; however, when it was discovered that Rapa had antirejection properties without the side effects associated with other antirejection agents, it was approved by the FDA to prevent the rejection of organs in transplant patients in combination with other immunosuppressive agents (Camardo, 2003). In 1994, three groups showed that Rapa bound a specific protein, Target of Rapamycin (TOR; Brown *et al*., 1994; Cafferkey *et al*., 1994; Sabatini *et al*. 1994), which subsequently was found to be a serine/threonine kinase that is the regulatory nexus in the response of eukaryote cells to nutrients, growth factors, and cellular energy status. In mammals, TOR (mTOR) forms two major complexes: mTORC1, which is inhibited by rapamycin (Sarbassov *et al*., 2006) and mTORC2, which has been reported to be insensitive to rapamycin; however, recent data suggest that long-term rapamycin treatment might inhibit mTORC2 (Thomson *et al*., 2009; Lamming *et al*., 2012). The mTORC1 consists of mTOR, Raptor, mLST8, FKBP38, PRAS40, and Deptor. Rapa inhibits TOR by binding to FKBP12, which then binds to the c-Terminal region of TOR disrupting TOR activity (Hay & Sonenberg, 2004).

In 2009, Harrison *et al*. showed that Rapa extended the lifespan of both male and female mice when initiated at 19 months of age. This was the first rigorously performed demonstration that a pharmaceutical intervention consistently increases longevity in a mammal. Since the initial report, two other studies have shown that Rapa increases the lifespan of mice. Miller *et al*. (2011) showed that Rapa increased the lifespan of male and female mice when initiated at 9 months of age, and Anisimov *et al*. (2011) reported that Rapa increased the lifespan of female mice when administrated intermittently (2 weeks per month) starting at 2 months of age. Rapa also has been shown to increase the chronological lifespan of yeast (Powers *et al*., 2006) and the lifespan of *Drosophila* (Bjedov *et al*., 2010). Thus, the effect of Rapa on the lifespan of mice is reproducible and appears to be evolutionarily conserved.

Because Rapa inhibits the action of mTOR, the major nutrient sensing pathway in mammals, it was initially proposed that Rapa’s mechanism of action was similar to that of dietary restriction (DR; Kaeberlein & Kennedy, 2009), in which animals are fed 30–50% less than the amount consumed by mice fed *ad libitum* (AL). DR is the most studied manipulation known to extend lifespan and delay aging in rodents and invertebrates. To test the hypothesis that DR and Rapa affect lifespan similarly, epistasis studies on lifespan have been done in invertebrate models with DR and genetic manipulations of the TOR pathway. Kaeberlein’s group showed in Saccharomyces *cerevisiae* that a mutant of TOR increased the replicative lifespan in a similar fashion to that observed with DR and that treatment with DR in this mutant showed no further effect on life extension than DR or the TOR mutant alone (Kaeberlein *et al*., 2005). Similarly in *Caenorhabditis elegans*, inhibition of TOR pathway using RNAi showed an increase in lifespan that was not further extended when TOR RNAi was used in an *eat-2* mutant, which was a DR mimetic in *C. elegans* (Hansen *et al*., 2007). These results point to DR and Rapa sharing similar mechanisms in lifespan extension. However, Partridge’s group showed that *Drosophila melanogaster* fed Rapa had an increase in maximum lifespan above the increase in lifespan shown in flies on DR alone (Bjedov *et al*., 2010). The *Drosophila* studies suggest that Rapa may be extending lifespan through pathways partially independent of those used by DR.

In a previous study, we compared the effect of Rapa and DR on various biochemical/physiologic parameters known to be altered by aging in mice (Fok *et al*., 2012). We found that both DR and Rapa showed a decrease in mTOR signaling and an increase in autophagy. However, DR and Rapa differed in their effects on the glutathione redox state and glucose and insulin tolerance. Because our previous study was focused on specific pathways/parameters altered by aging, we sought an unbiased approach to compare the effect of Rapa and DR on the overall physiologic phenotype of mice. Using analyses of the transcriptome and metabolome, we compared the similarities and differences of DR and Rapa on liver isolated from mice fed a Rapa diet, a DR diet, and a combination of Rapa and DR diets (Rapa + DR). Our data show that over 80% of the changes in the transcriptome and metabolome in the liver are unique to either Rapa or DR, i.e., < 20% are shared by DR and Rapa. Interestingly, when mice are fed Rapa + DR, a large number of genes (40%) are observed to change significantly that are not significantly altered by either DR or Rapa alone.

## Results

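Liver RNA of 46 male C57BL/6 mice was hybridized to Illumina Mouse Ref8 v2.0 arrays, 1 array per mouse. The groups were 11 AL mice, 11 DR mice given 60% of the AL intake (another sentence of the paper's methods gives 40%, and the sample labels a restriction by 40%), 12 Rapa mice fed 14 ppm of microencapsulated rapamycin and 12 Rapa + DR mice given both, each from 2 to 8 months of age. The deposited values are z-scores. The authors took the log2 signal of each array, subtracted the mean over all probes of the array and divided by their SD. To return to a log2 scale, the z-scores were multiplied here by the mean SD of the arrays (1.337). All changes below are therefore log2 changes at a common spread of the arrays. That spread differed between groups, with a mean SD of 1.28 in AL and 1.41 in Rapa + DR, so they are not plain changes in signal. For some bright genes, such as Apoa1 in Rapa + DR, the sign depends on the division by the SD. Signals were not background-subtracted, so the changes of dim probes are understated, and the number of arrays limits the precision. Detection p-values were not used here. In their place each array's dim signals gave a limit, and 15030 probes above that limit on at least 1 array were tested. A median of 38.2% of the probes lay above the limit in AL mice (35.0% to 41.5%), 39.2% in DR mice (33.6% to 41.8%), 38.5% in Rapa mice (33.3% to 41.7%) and 41.5% in Rapa + DR mice (36.1% to 44.1%). Groups were compared with limma, 1 mean per group and a shared spread. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a difference of group medians over 15%. Calls are counted per probe, and of the probes in the table 23978 carry 1 gene symbol. Errors beside changes are standard errors from limma, and the mice counted beside a change are those on its side of the AL median. Gene lists were compared with all other probes by camera, whose preset correlation between genes of 0.01 is low for several lists. Of 48 lists, 10 passed in DR, 5 in Rapa and 8 in Rapa + DR at the preset correlation, and 0 passed in any of these 3 with the correlation estimated from the arrays. By fry, which asks whether a list's genes move one way without comparing them with other genes, 15, 10 and 23 passed.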

We first used microarray analysis as an unbiased approach to compare gene expression in the livers of mice fed either AL, DR, Rapa, or Rapa + DR. Because rapamycin is known to inhibit the mTOR signaling pathway, we measured mTOR signaling (ratio of phosphorylated S6 compared to the total S6) in the livers of the four groups of mice (Fig. S1, Supporting information). The Rapa and DR groups showed significant decreases (34% and 60%, respectively, comparing the means of each group) in mTOR signaling when compared with AL, which we have previously observed (Fok *et al*., 2012). We found that the Rapa + DR group had a 68% decrease in mTOR signaling relative to AL; however, mTOR signaling was not significantly different from either the DR or Rapa group. We also measured the Rapa levels in the livers of the Rapa and Rapa + DR groups. The data in Fig. S2 show that Rapa levels are not significantly different in the Rapa and Rapa + DR mice.

The global transcriptomes of the four groups of mice were compared using a principal component analysis (PCA), which allowed an unbiased analysis in a format in which the groups could be visually and quantitatively compared. 

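The first 3 principal components of the tested probes held 25.9%, 18.3% and 13.4% of the variance, and the first ordered the groups by diet. DR mice had a score of 8.97 ± 5.97 (SD, n = 11) on component 1 and Rapa + DR mice one of 17.9 ± 6.27 (SD, n = 12). AL mice stood at -19.0 ± 7.02 (SD, n = 11) and Rapa mice at -8.65 ± 6.94 (SD, n = 12). The ranges of DR (-5.82 to 15.3) and Rapa + DR (8.88 to 30.5) overlapped, as did those of AL (-30.8 to -8.24) and Rapa (-19.6 to 3.69). On component 3 the Rapa mice, at -12.5 ± 10.7, lay below the AL mice at 5.62 ± 11.1. Within groups, component 1 followed the SD of an array's log2 signals (Pearson's r = 0.734, permutation p = 1e-05; Spearman's rho = 0.719, permutation p = 1e-05, the smallest that 100000 resamples can give). Over 6 such relations the adjusted p was 3e-05, and r was 0.693 without the 2 arrays farthest from the median SD. That SD was higher than in AL by 0.127 in Rapa + DR (permutation p = 0.0196, adjusted p = 0.0588) and by 0.0937 in DR (permutation p = 0.051, adjusted p = 0.0765), so neither difference passed the correction.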

Figure 1 shows that using the top three principal components, the DR-fed mice appear as a separate group from the AL and Rapa-fed mice; however, they share some overlap with the Rapa + DR mice. Using the linear discrimination predictor (Table S1A, Supporting information) and the quadratic discriminant analysis (Table S1B), we statistically compared the four groups in Fig. 1 and found that the DR and Rapa groups showed a perfect separation. 

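A linear discriminant on the first 3 components, each mouse predicted from all others, gave an area under the curve (AUC) of 1 (95% confidence interval 1 to 1) for DR against Rapa mice and the same for DR against AL mice. No DR mouse was ranked among the Rapa mice. With the probes scaled to equal variance before the components were taken, the AUC of Rapa against DR was 0.909.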

We next identified the genes in the DR, Rapa, and Rapa + DR mice that differed significantly to mice fed AL using a fold change of > 15% and a false discovery rate (FDR) of *q* < 0.05. Because these filtering criteria were not particularly stringent, they allowed us to capture the maximum number of genes that potentially changed between groups. We observed that 1621 genes (84%) were up-regulated by DR and 783 genes (41%) were up-regulated by Rapa (Fig. 2A bolded circle). On the other hand, 256 genes (31%) were down-regulated by DR and 628 genes (77%) were down-regulated by Rapa (Fig. 2B). 

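The largest increases in DR livers included genes of daily rhythm and of lipid handling. Cyp4a14, a PPAR alpha target of fatty acid omega-hydroxylation, rose by a log2 change of 3.37 ± 0.51 (adjusted p = 2.26e-06, 11 of 11 mice), and the clock output genes Usp2 and Dbp rose by 2.59 ± 0.23 and 2.50 ± 0.55 (adjusted p from 2.24e-11 to 0.000673). Of 21 clock genes and outputs 13 were higher and 3 lower, a median log2 change of 0.42 (adjusted p = 1.07e-05 from camera and adjusted p = 0.109 with an estimated correlation; list mean higher in 11 of 11 mice); Clock and Arntl, the activators of the clock, fell, with log2 changes of -0.67 ± 0.13 and -0.32 ± 0.09. Of 32 genes of fatty acid oxidation, ketogenesis and other PPAR alpha targets 15 were higher and 4 lower, with a median of 0.14 (adjusted p = 0.00282 from camera and adjusted p = 0.693 with an estimated correlation; 11 of 11 mice). Of 53 cytosolic ribosomal protein genes 12 were higher and 0 lower, with a median of 0.24 (adjusted p = 0.000791 from camera and adjusted p = 0.762 with an estimated correlation; 9 of 11 mice), from 0.12 to 0.46 over 10 other settings. Among the largest increases in Rapa livers were Cxcl1, a neutrophil chemokine (1.51 ± 0.42, adjusted p = 0.00879), Cyp51, an enzyme of cholesterol synthesis (1.30 ± 0.20), and Slco1b2, a hepatocyte uptake transporter (1.30 ± 0.25). Of 19 genes of phase II conjugation, the attachment of glucuronide, sulfate and other groups, 6 were higher in Rapa and 0 lower (adjusted p = 0.0174 from camera and adjusted p = 0.761 with an estimated correlation; median 0.20, 12 of 12 mice), a call lost with the arrays' background level as a covariate. In all, 1588 probes of 1232 genes were higher in DR and 1255 probes of 993 genes were higher in Rapa, by limma. The median difference was also taken on linear signals, which were not normalized between arrays. The share of higher calls among all calls was then 85.2% in DR and 49.7% in Rapa, against 62.9% and 59.7% on the normalized log2 scale. This setting does not part the linear scale from the missing normalization.

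**Figure D1:**
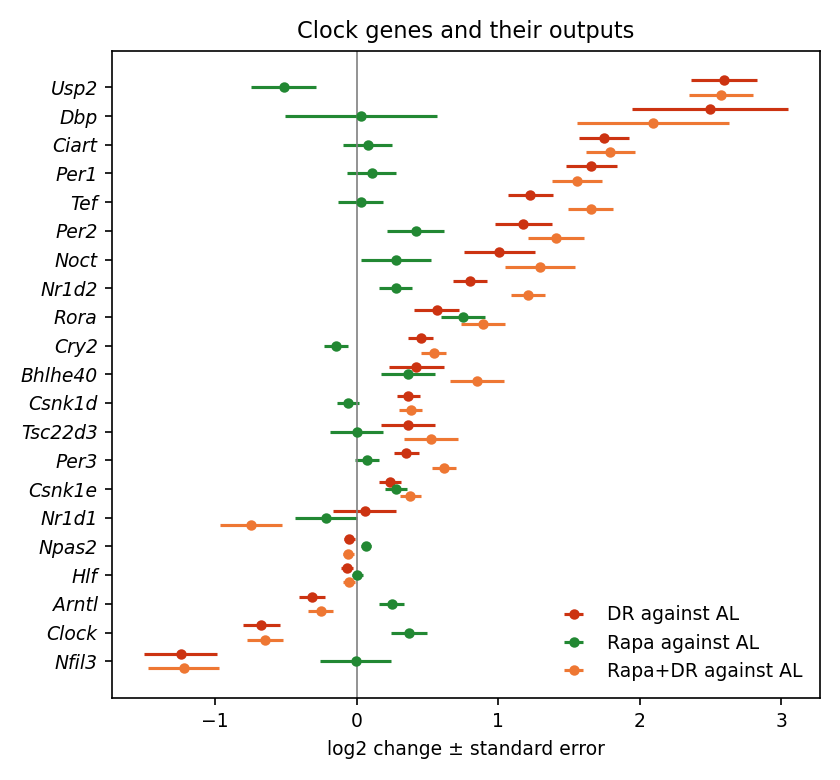
Log2 change against AL, with its standard error, of each of the 21 clock genes and outputs in DR, Rapa and Rapa + DR mice. For most genes the DR and Rapa + DR points lie together, from Usp2 and Dbp on the right to Clock and Nfil3 on the left, while most Rapa points lie near 0. Nr1d1 and Nr1d2 are apart, with a called difference between Rapa + DR and DR of -0.80 and 0.41.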

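Genes with male-biased expression in liver fell in DR. Of 26 such genes 11 were lower and 0 higher, a median log2 change of -0.55 (adjusted p = 7.61e-07 from camera and adjusted p = 0.395 with an estimated correlation; list mean lower in 11 of 11 mice), from -0.59 to -0.25 over 10 other settings. They include Serpina12, an adipokine (-2.08 ± 0.30), Elovl3, a fatty acid elongase (-1.85 ± 0.27), and Selenbp2 (-1.81 ± 0.32), each lower in 11 of 11 mice (adjusted p from 1.08e-06 to 2.85e-05). Tubb2b, a tubulin, had the largest decrease in DR (-2.13 ± 0.19, adjusted p = 1.3e-11). Of 25 interferon-stimulated genes 5 were lower and 1 higher in DR, with a median of -0.11 (adjusted p = 0.0471 from camera and adjusted p = 0.761 with an estimated correlation; 10 of 11 mice), a call that was lost without the filter on dim probes, with array weights and when arrays were centred without division by their SD. Rapa mice had lower levels of Hamp2, a paralog of the iron hormone hepcidin (-1.42 ± 0.48, adjusted p = 0.0312, 12 of 12 mice), and Cyp2b10, a drug-inducible P450 (-1.16 ± 0.21, adjusted p = 0.000102, 12 of 12 mice). Markers of Kupffer cells and macrophages were lower in Rapa, 6 of 18 with 0 higher and a median of -0.16 (adjusted p = 0.00796 from camera and adjusted p = 0.823 with an estimated correlation; 9 of 12 mice); among them Clec4f changed by -0.61 ± 0.13. With the arrays' background level as a covariate this list no longer passed. By limma 935 probes of 778 genes were lower in DR and 848 probes of 707 genes were lower in Rapa.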

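Genes higher under both treatments include Prkaa2, a catalytic subunit of AMP-activated kinase, with log2 changes of 0.62 ± 0.13 in DR and 0.64 ± 0.13 in Rapa, Rheb, the GTPase that activates mTOR complex 1 (0.54 ± 0.13 and 0.61 ± 0.12), and Pdhb, a subunit of pyruvate dehydrogenase (0.66 ± 0.12 and 0.69 ± 0.11). Genes lower under both include the glycolytic enzymes Gapdh (-0.72 ± 0.12 and -0.46 ± 0.11) and Tpi1 (-0.66 ± 0.14 and -0.49 ± 0.14). Across these 5 genes limma gave an adjusted p from 8.49e-06 to 0.00166 in DR and an adjusted p from 3.66e-05 to 0.0115 in Rapa, and 10 to 11 of 11 DR mice and 11 to 12 of 12 Rapa mice lay on the side of the change. In all, 705 probes were higher in both, 33.0% of the 2138 higher in either, and 303 were lower in both, 20.5% of the 1480 lower in either. The share of lower probes moved with the scaling, from 8.48% with arrays centred and not divided by their SD to 26.0% with quantile normalization.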

When we compare DR and Rapa groups only (Fig. 2A,B), we observed that 490 up-regulated genes (26%) were shared by DR and Rapa, and 74 down-regulated genes (9%) were shared by DR and Rapa. Thus, our dataset showed that 74% of up-regulated genes and 91% of down-regulated genes were not shared by DR and Rapa.

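The shared probes were more than independent lists of the same sizes would share, which is 132.6 higher and 52.8 lower. DR and Rapa were each compared with the same AL arrays, which alone makes their changes correlate. The correlation of the DR and Rapa changes across probes, which are not independent replicates, was 0.503, and the mean over 100 simulations of unchanged groups against shared controls was 0.510, while the observed covariance of 0.0258 exceeded the highest simulated one, 0.0205. To measure DR and Rapa against different control mice, the AL arrays were divided into 6 with odd numbers and 5 with even numbers. With DR against the odd and Rapa against the even arrays, 275 probes were higher in both (14.5% of those higher in either) and 136 lower in both (11.5%). With the parts exchanged these were 217 (11.8%) and 104 (9.93%). Calls depended on which AL mice served as controls: 671 probes were higher in DR against the odd and 1752 against the even arrays, and 301 were higher in Rapa against the odd and 1505 against the even arrays. Lists of such unequal size limit the share of either.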

**Figure 1:**
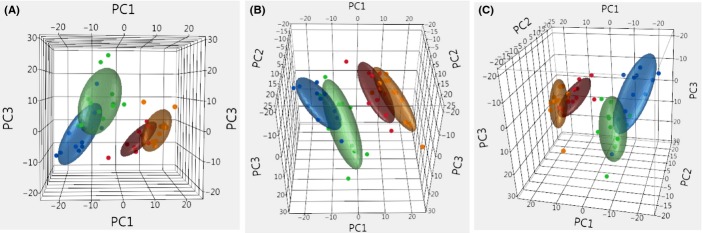
Principal component analysis (PCA) shows the separation of dietary restriction (DR) and Rapa groups. Using all the probes detected (15 444 probes, p-detection < 0.02), the variance in the top three principal components is shown in three orientations (A–C) in 3-D plots. Each dot represents an individual sample in the respected group and the ellipsoid is the general volume of where the samples lie. The color representation for *ad libitum* (AL) is blue, DR is red, Rapa is green, and Rapa + DR is orange. The statistical comparison of the top three principal component was calculated using a linear discriminant predictor which gives an AUC of 0.5 (no separation between groups) to an AUC of 1 (perfect separation) between groups with the 95% confidence interval (Table S1). Figure show that there is a separation of 1 between DR and Rapa or AL, and a separation of 0.8 between Rapa to AL, which is a good separation but not perfect, indicating some overlap in gene expression. Similarly, when we compared DR with Rapa + DR, we found a separation of 0.8. However, when we compared Rapa + DR to either Rapa or AL, we obtained a value of 1.

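Predicted mouse by mouse, the AUC of Rapa against AL mice was 0.864 (95% confidence interval 0.678 to 1) and that of Rapa + DR against DR mice 0.811 (0.616 to 1). Rapa + DR mice were separated from AL mice with an AUC of 1, and from Rapa mice likewise. When the mice that fitted the discriminant were themselves predicted, the AUC was 0.909 for Rapa against AL and 0.932 for Rapa + DR against DR.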

**Figure 2:**
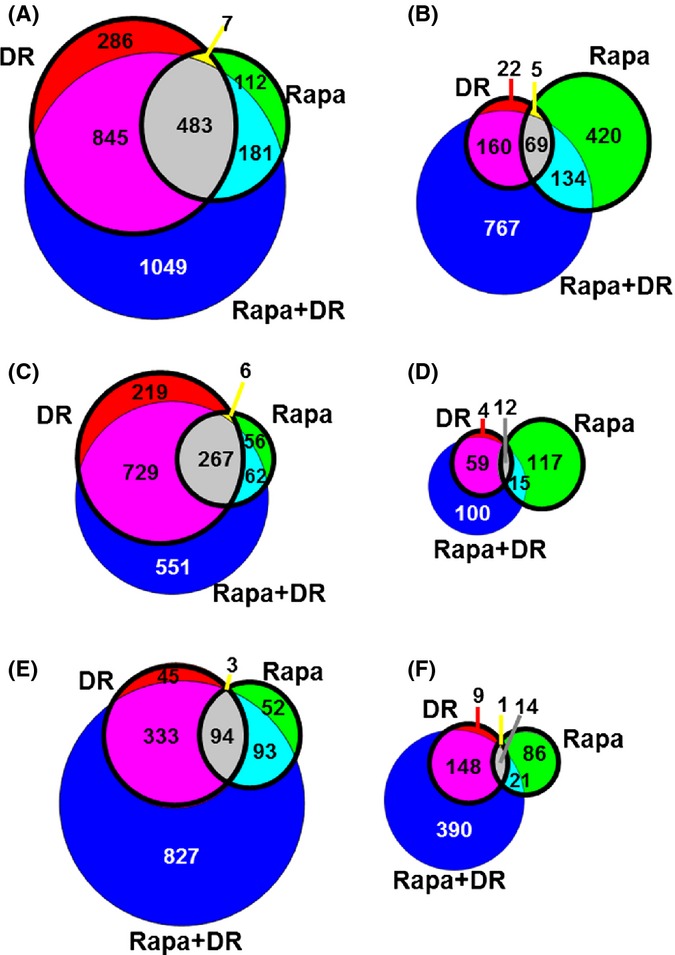
Gene expression analysis shows significant differences between dietary restriction (DR) and Rapa treatment. The number of genes showing a significant difference in DR, Rapa, or Rapa + DR relative to AL was determined. Venn diagrams show the number of genes significantly up-regulated (A) or down-regulated (B) using a filtering criteria of *q* < 0.05 and > 15% change; or genes up-regulated (C) and down-regulated (D) using a criteria of *q* < 0.05 and > 30% change; and genes up-regulated (E) and down-regulated (F) using a criteria of *q* < 0.0001 and > 15% change. The bolded circles indicate the number of genes significantly changed in DR vs. Rapa only. The colors indicate genes significantly changed in each respective bin: red, DR; green, Rapa; blue, Rapa + DR; yellow, shared between DR and Rapa; cyan, shared between Rapa and Rapa + DR; magenta, shared between DR and Rapa + DR; and gray, shared among all three comparisons. AL, *ad libitum*.

Because the similarities between the DR and Rapa groups might be masked by the filtering criteria we employed, we used a more restrictive criteria: > 30% change with *q* < 0.05 and > 15% with *q* < 0.001. 

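The clock output genes Ciart and Per1 (1.75 ± 0.18 and 1.66 ± 0.18) in DR, and Sephs2, an enzyme of selenoprotein synthesis (1.23 ± 0.22), and Glud1, glutamate dehydrogenase (1.13 ± 0.21), in Rapa met each of the stricter criteria (adjusted p = 4.8e-10, 2.78e-09, 8.79e-05 and 0.000215). At a median change over 30%, 1956 probes were called in DR or Rapa, of which 495 were called in the same direction in both. At an adjusted p under 0.001 from limma these numbers were 1362 and 163.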

The number of transcripts that were found to change significantly was reduced over 50% for both analyses (from 2724 to 1546 and 899 genes for > 30% change, and *q* < 0.001, respectively). Figure 2(C–F) shows that the pattern of changes in gene expression in the DR and Rapa mice were similar to that observed using a cut-off of > 15% change (*q* < 0.05). 

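Called higher at a median change over 30% were 918 probes in DR and 711 in Rapa, and called lower 517 and 305. At an adjusted p under 0.001 these were 585 and 379 higher and 374 and 187 lower. The number of probes past a stricter limit depends on the size of the change and on its spread, so a probe that passed in DR and not in Rapa is not by that shown to differ between them.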

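Pdhb and Rheb, named among the genes higher in both treatments, stayed in both at a median change over 30%. At that limit 404 probes were higher in both DR and Rapa, 33.0% of those higher in either, and 91 were lower in both, 12.5%. Over both directions this is 25.3%. At an adjusted p under 0.001, 125 were higher in both, 14.9% of those higher in either, and 38 were lower in both, 7.27%, which is 12.0% over both directions.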

More importantly, the fraction of genes that were shared by DR and Rapa mice were actually less using the more restrictive criteria (20% for > 30% change with *q* < 0.05, and 16% for > 15% change with *q* < 0.001; Table S2A,B). A list of the genes that showed a change in expression in the four groups and using the three filtering criteria are shown in File S1 tab1 (Supporting information).

In the Rapa + DR mice, we observed that 2558 genes were up-regulated (Fig. 2A) and 1130 genes were down-regulated by Rapa + DR relative to AL (Fig. 2B). 

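Among the largest increases in Rapa + DR livers were those of Gpcpd1, a glycerophosphocholine phosphodiesterase (3.01 ± 0.23), Mt1, a metallothionein (2.92 ± 0.59), Lpin1, a phosphatidate phosphatase (2.73 ± 0.19), and Rbm3, a cold-inducible RNA-binding protein (2.01 ± 0.14), each in 12 of 12 mice (adjusted p from 4.63e-15 to 0.000106). Among the largest decreases were Clstn3 (-2.16 ± 0.16), Spon2 (-2.09 ± 0.19) and Serpina1e, a serine protease inhibitor (-1.87 ± 0.33), each in 12 of 12 mice. Of 26 male-biased liver genes 20 were lower and 1 higher, a median log2 change of -0.84 (adjusted p = 1.16e-06 from camera and adjusted p = 0.343 with an estimated correlation; list mean lower in 12 of 12 mice). Of 21 clock genes and outputs 15 were higher and 4 lower, a median of 0.62 (adjusted p = 8.97e-05 from camera and adjusted p = 0.231 with an estimated correlation; 12 of 12 mice). By limma 2581 probes of 1967 genes were higher in Rapa + DR than in AL, and 1449 probes of 1204 genes were lower.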

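Psmd9, a chaperone of proteasome assembly, had a log2 change of 0.43 ± 0.08 in Rapa + DR (adjusted p = 2.62e-05, 11 of 12 mice), and was not called in DR (0.20, adjusted p = 0.0778) or in Rapa (-0.09, adjusted p = 0.53). Such probes, called in Rapa + DR and in neither treatment alone, numbered 913 higher, 29.9% of all probes higher in any treatment and 35.4% of those higher in Rapa + DR, and 457 lower, 23.6% and 31.5%. A call in 1 treatment without a call in another does not show that the effects differ. A test of the interaction of Rapa and DR, which asks whether the combined change departs from the sum of both changes, called 363 probes, 187 above the sum and 176 below it, with 2717 at an unadjusted p under 0.05. This number depends on the processing and ran from 52 with arrays centred and not divided by their SD to 1599 with array weights.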

Rapa + DR up-regulated 1049 (35%) and down-regulated 767 (49%) genes were not significantly altered by either DR or Rapa alone (Fig. 2A,B). 

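Called in the same direction in all 3 treatments were, among others, Atp5pb, a subunit of ATP synthase (log2 changes of 1.22 in DR, 1.31 in Rapa and 1.53 in Rapa + DR), Uqcrb, a subunit of complex III (0.63, 0.57 and 1.30), and Acaa2, an enzyme of fatty acid oxidation (0.92, 1.02 and 0.92). Lower in all 3 were Cd74, the invariant chain of antigen presentation (-0.51, -0.54 and -0.59), and the kinase Jak3 (-0.47, -0.22 and -0.46). The standard errors of these changes lay between 0.07 and 0.24. In all, 688 probes were higher in all 3 treatments, 22.6% of the 3051 higher in any, and 281 were lower in all 3, 14.5% of the 1937 lower in any. The median log2 change of the probes higher in all 3 was 0.442 in DR, 0.446 in Rapa and 0.574 in Rapa + DR.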

Considering all the groups (DR, Rapa, and Rapa + DR to AL), 483 up-regulated genes (16% of total up-regulated genes) and 69 of down-regulated genes (4% of total down-regulated genes) were shared among all three groups, with DR and Rapa + DR sharing more genes than Rapa and Rapa + DR. For example, the 1328 genes (45%) up-regulated genes were shared by DR and Rapa + DR vs. 664 genes (23%) were shared by Rapa and Rapa + DR. 

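Of the probes higher in DR 88.1% were also higher in Rapa + DR, 1399 probes, and of those higher in Rapa 76.3%, 957 probes. Lower probes shared with Rapa + DR numbered 811 for DR, 86.7% of those lower in DR, and 462 for Rapa, 54.5%. The lipid genes Acot3 (2.41 ± 0.30 in DR and 2.31 ± 0.29 in Rapa + DR) and Cyp4a31 (1.76 ± 0.34 and 1.36 ± 0.33), both PPAR alpha targets, are among those that DR shared with Rapa + DR (adjusted p from 6.52e-08 to 0.000123 and from 3.43e-08 to 0.00103). Across probes the changes of DR and Rapa + DR correlated at 0.918 against shared AL arrays and at 0.819 against different AL arrays.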

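Upp2, a uridine phosphorylase (2.51 ± 0.26), Tef, a clock output factor (1.65 ± 0.16), and Fkbp5, a glucocorticoid target (1.54 ± 0.19), were each higher in Rapa + DR by more than 2-fold (adjusted p from 4.55e-11 to 2.04e-08, 12 of 12 mice), with Pnkd (-1.87 ± 0.17) lower by more than 2-fold. Changes over 2-fold were called for 135 higher and 76 lower probes in Rapa + DR. The median size of a called change was 0.409 in log2 units in Rapa + DR, against 0.398 in DR and 0.366 in Rapa.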

Considering all three groups, the Rapa + DR group had the largest number of genes showing a significant change when compared with AL; the 2558 genes up-regulated by Rapa + DR constituted 86% of all significantly up-regulated genes compared to 55% for DR and 27% for Rapa. Similarly, the 1130 genes down-regulated by Rapa + DR constituted 72% of all significantly down-regulated genes compared to 16% for DR and 40% for Rapa. When we analyzed the genes changed by Rapa + DR relative to DR (Rapa + DR/DR), we observed that only 236 genes were significantly different between the Rapa + DR and DR groups. 

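Against DR alone, Rapa + DR livers had higher Thrsp, a regulator of lipid synthesis (1.10 ± 0.31), Slc38a4, an amino acid transporter (0.77 ± 0.20), and Ugt2b1, a glucuronosyltransferase (0.69 ± 0.18), and lower Nr1d1, the clock repressor REV-ERB alpha (-0.80 ± 0.22), and Lpl, lipoprotein lipase (-0.51 ± 0.14). These were called with adjusted p from 0.023 to 0.038, and 10 to 12 of 12 Rapa + DR mice lay on that side of the DR median. Of 21 genes of branched-chain amino acid degradation 5 were higher and 0 lower, among them Aldh6a1 (0.50 ± 0.12) and Bckdhb (0.43 ± 0.11), with a median log2 change of 0.06 (adjusted p = 0.0156 from camera and adjusted p = 0.0268 with an estimated correlation; list mean higher in 12 of 12 mice), a call lost with the arrays' background level as a covariate and without the arrays of low weight. Of the phase II conjugation genes 2 were higher and 0 lower, with a median of 0.14 (adjusted p = 0.0156 from camera and adjusted p = 0.958 with an estimated correlation; 12 of 12 mice). Of the tested probes 271 were higher and 50 lower in Rapa + DR than in DR by limma, of 247 and 47 genes, with 2639 at an unadjusted p under 0.05. The number of lower probes depends on the scaling, with 4 when arrays were centred and not divided by their SD and 116 after quantile normalization.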

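Dbt, the E2 subunit of the branched-chain ketoacid dehydrogenase, with a log2 change of 0.54 ± 0.14 in Rapa + DR (adjusted p = 0.00168, 12 of 12 mice), and the amino acid sensor Sesn1 (0.66 ± 0.10, adjusted p = 6.72e-07, 12 of 12 mice) passed a median change over 30%. Called in Rapa + DR and in neither treatment alone at that limit were 523 higher and 270 lower probes. At an adjusted p under 0.001 they were 921 and 405.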

Similar results were obtained we used the more restrictive filtering criteria (Fig. 2C–F and Table S2C,D).

Figure 3 shows the heatmaps generated for the 4540, 2197, and 2116 transcripts that changed significantly using the filtering criteria. 

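Among the decreases in DR were Hmgcs1 and Mvd, enzymes of cholesterol synthesis (-0.97 ± 0.20 and -0.99 ± 0.17, lower in 11 of 11 DR mice), and C9, the last component of the complement pore (-1.04 ± 0.16, 11 of 11). Of the probes called in DR, those that were lower were lower than the AL median in a mean of 96.7% of DR mice and 96.1% of Rapa + DR mice. For single DR mice this share of probes ran from 92.8% to 99.4%. The probes were called in these same DR and AL mice, so a high share in DR mice follows from their selection, the shared AL mice raise that of Rapa + DR, and the share in AL mice, 45.5%, is set by the comparison with their own median.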

One-fifth to one-third of the transcripts that changed in DR were down-regulated in most of the DR and Rapa + DR animals compared to the AL animals. On the other hand, few of the Rapa animals showed a down-regulation of these transcripts. 

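Probes lower in DR were lower than the AL median in a mean of 73.9% of Rapa mice, from 53.1% of these probes in 1 mouse to 84.5% in another, and every Rapa mouse lay below it in 19.0% of the 935 probes, against 71.7% for DR mice. The same AL mice gave the call and the median, which by itself raises these shares. For probes called lower in DR against the AL arrays of odd number and measured against the median of the even ones, the mean was 69.5% of Rapa mice and 95.8% of DR mice, and with the parts exchanged 69.5% and 92.9%. Acly, ATP citrate lyase, had a log2 change of -0.98 ± 0.20 in DR and of -0.16 in Rapa, and Fdps, an enzyme of the mevalonate pathway, -0.80 ± 0.17 and -0.12 (adjusted p from 0.000218 to 0.000673 in DR, and adjusted p of 0.654 and 0.697 in Rapa, limma).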

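Slc2a2, the glucose transporter of hepatocytes, was higher than the AL median in 11 of 11 DR, 11 of 12 Rapa and 12 of 12 Rapa + DR mice, with log2 changes of 0.83 ± 0.20, 0.74 ± 0.19 and 1.51 ± 0.19. Probes called higher in Rapa + DR were higher than that median in a mean of 97.0% of Rapa + DR mice, 89.7% of DR mice and 74.8% of Rapa mice. These probes were chosen for their change in Rapa + DR mice, so the share in that group is high by choice, and the AL mice used for both the call and the median raise the shares of DR and Rapa mice too.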

When compared with AL mice, the number of mice showing an up-regulation of transcripts was greatest for the Rapa + DR mice and least for the Rapa mice. It is interesting to note that the Rapa + DR mice showed a general trend of an increased intensity of over expression, and almost all mice in the group showed up-regulation of the genes.

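In 71.2% of the probes called higher in Rapa + DR, every mouse of the group lay above the AL median, against 45.6% for DR and 28.4% for Rapa mice. The lowest single Rapa + DR mouse was above that median in 82.3% of these probes. Probes called lower in Rapa + DR were lower in a mean of 96.9% of its mice, 90.7% of DR mice and 75.1% of Rapa mice. Got1, an aspartate aminotransferase, changed by 0.77 ± 0.14 in DR and 1.44 ± 0.14 in Rapa + DR and Pdk1, a pyruvate dehydrogenase kinase, by 0.80 ± 0.14 and 1.36 ± 0.14, and both also differed between these groups (0.68 ± 0.14 and 0.56 ± 0.14, adjusted p from 0.00469 to 0.016).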

**Figure 3:**
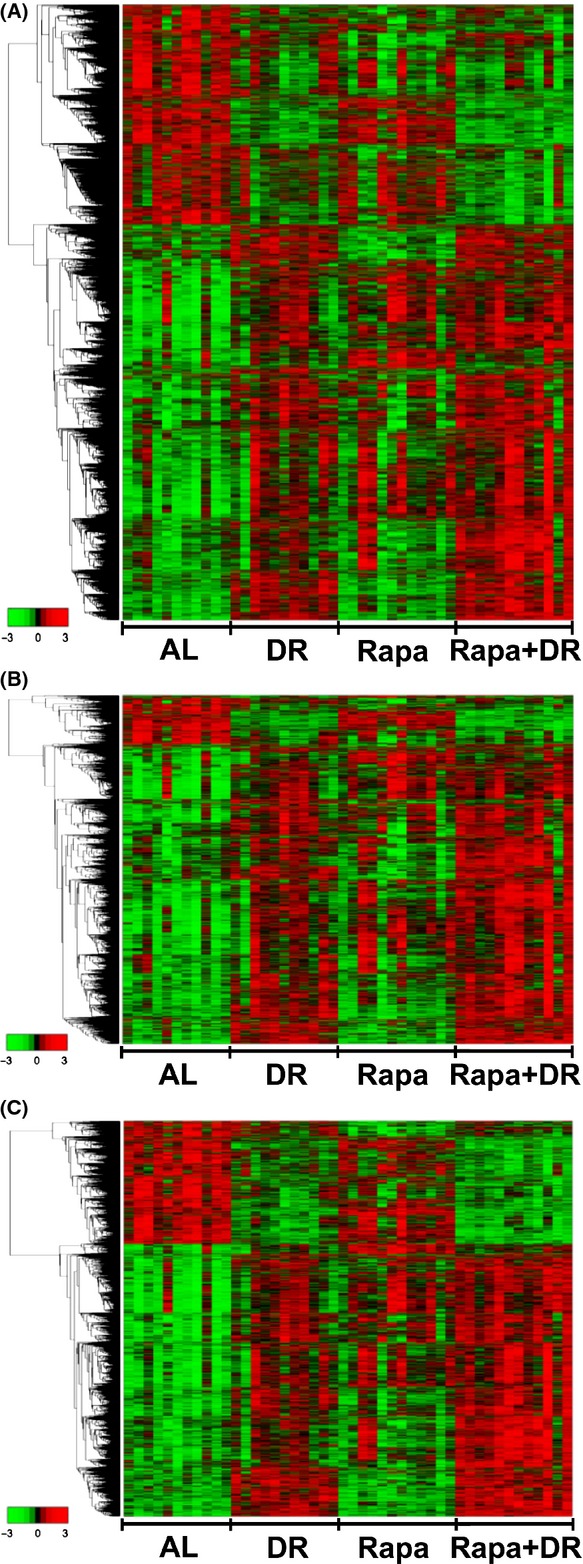
Heatmap Analysis highlight similarities between dietary restriction (DR) and Rapa + DR treatment. The heatmap shows the expression of all the significantly changed probes that showed change relative to AL for DR, Rapa, and Rapa + DR groups clustered using average linkage hierarchical cluster with Euclidean distance using a criteria of *q* < 0.05 and > 15% change (A), *q* < 0.05 and > 30% change (B), and *q* < 0.001 and > 15% change (C). Red indicates high, black indicates middle, and green indicates low level expressing probes. The names of the genes that change significantly are given in File S1 tab1 by the same top to bottom order as on the heatmaps. AL, *ad libitum*.

We also used the Ingenuity Pathway Analysis to identify the pathways that were significantly altered when compared with mice fed AL using genes significantly changed in DR, Rapa, or Rapa + DR and a criteria of *q* < 0.05 and ≥ 15%. We found that 88 pathways were changed by DR, and 105 pathways by Rapa (Fig. 4A). Of these pathways, 49 (34%) were shared between DR and Rapa. 

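Gene lists of pathways, complexes and cell types stood in for pathways here, and Ingenuity's pathways were not analysed here. Of 48 lists, 2 passed in both DR and Rapa, ubiquitin conjugation, which also holds the clock output Usp2, and actin nucleation. Of 21 genes of actin nucleation 6 were higher and 1 lower in DR, a median log2 change of 0.10 (adjusted p = 0.0285 from camera and adjusted p = 0.565 with an estimated correlation; list mean higher in 11 of 11 mice), and 9 were higher and 1 lower in Rapa, a median of 0.10 (adjusted p = 0.0432 from camera and adjusted p = 0.761 with an estimated correlation; 12 of 12 mice). Arpc1a, a subunit of the Arp2/3 complex, changed by 0.54 ± 0.10 and 0.64 ± 0.10. The calls of this list were lost when probes had to lie above background on 6 or more arrays.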

Figure 4(B,C) show the top 15 pathways ranked by lowest *P*-value in the DR and Rapa groups, respectively. Only one pathway was shared between DR and Rapa in the top 15 pathways. When we added the pathways that were significantly altered by the combined group (Rapa + DR), we observed that 170 pathways were significantly changed by Rapa + DR (Fig. 4A), and 47 pathways (21%) were shared among all three groups (DR, Rapa, and Rapa + DR). 

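In Rapa + DR 8 of 48 lists passed. Beside the clock, male-biased, ubiquitin, glucocorticoid, complement, urinary protein and conjugation genes, actin nucleation had 10 of 21 genes higher and 2 lower, with a median log2 change of 0.13 (adjusted p = 0.0175 from camera and adjusted p = 0.449 with an estimated correlation; list mean higher in 12 of 12 mice), with Actr3, a core subunit of the Arp2/3 complex, at 0.71 ± 0.11 and actin itself, Actb, lower at -0.80 ± 0.22.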

Once again the Rapa + DR group showed the largest number of pathways that were significantly changed when compared with the AL group, e.g., 77% (170 pathways) were significantly changed by Rapa + DR, compared to 40% for DR and 48% for Rapa. Moreover, the Rapa + DR group showed a significant change in 77 pathways unique to Rapa + DR, compared to 16 unique for DR and 33 unique for the Rapa (Fig. 4A, blue, red and green bins, respectively). Figure 4(D) shows the top 15 pathways for the Rapa + DR mice. Two pathways were shared between Rapa and Rapa + DR and six pathways were shared between DR and Rapa + DR.

**Figure 4:**
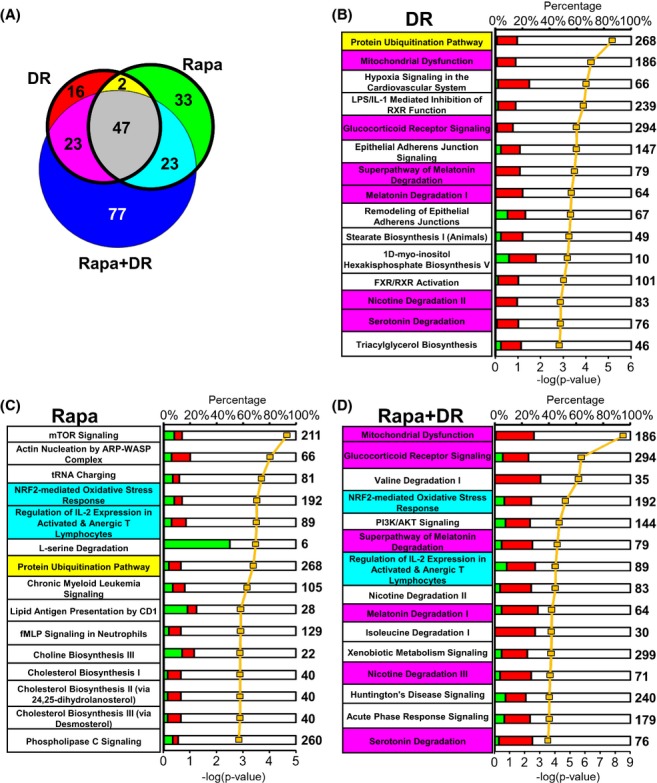
Pathways analysis indicates significant differences between dietary restriction (DR) and Rapa treatment. Pathway analyses were conducted using the genes found to be significantly changed in DR, Rapa, and Rapa + DR relative to AL. The data from the Ingenuity Pathway Analysis (A) is represented by a venn diagram showing the number of pathways that are significantly changed as determined using a Fisher’s exact test of *P* < 0.05. The bolded circles indicate the number of pathways significantly changed for DR vs. Rapa only. The colors indicate significantly changed pathways in each respective bin: red, DR; green, Rapa; blue, Rapa + DR; yellow, shared between DR and Rapa; cyan, shared between Rapa and Rapa + DR; magenta, shared between DR and Rapa + DR; and gray, shared among all three comparisons. The top 15 pathways from Ingenuity Pathway Analysis ranked by the lowest *P*-values as determined by the Fisher’s exact test are shown for DR (B), Rapa (C), and Rapa + DR (D). The yellow line is the -log of the *P*-value and the bolded number on the right side of the graph indicates the total number of possible genes of that pathway. The green color indicates the percentage of the genes from the submitted list that are down-regulated whereas the red color indicates up-regulated genes and white color indicates the percentage not found in the significant gene list. Pathways in the top 15 that are shared between DR and Rapa are highlighted in yellow, whereas pathways shared between Rapa and Rapa + DR are highlighted in magenta, and pathways shared between Rapa and Rapa + DR are highlighted in cyan. No highlights indicate no sharing or overlap with any treatment. File S1 lists the pathways significantly changed in the Ingenuity Pathway Analysis (tab2, tab3, and tab4) and comparisons of significant pathways (tab5). AL, *ad libitum*.

We also used metabolic analysis of the liver tissue from the four groups as another unbiased approach to compare similarities and differences between the groups. Using a filtering criteria of *q* < 0.05 and a change of > 15%, we observed that relative to AL, 99 metabolites were increased and 74 metabolites were decreased by DR. No metabolites were changed significantly with Rapa. When we added the Rapa + DR group into the analysis, we observed that relative to AL, 122 metabolites were increased and 113 metabolites decreased by Rapa + DR. Ninety-two metabolites were altered in the Rapa + DR that were not observed in the DR group; 34 metabolites increased and 58 decreased with respect to the AL group. As can be seen in Fig. 5(A,B), 88 (66%) and 55 (42%) of the metabolites increased and decreased similarly in DR and Rapa + DR. Over 80% of the metabolites that changed with DR were observed to change with Rapa + DR. Of the 92 metabolites significantly changed by Rapa + DR but not by DR, 87% changed in same direction in the DR and Rapa + DR groups.

**Figure 5:**
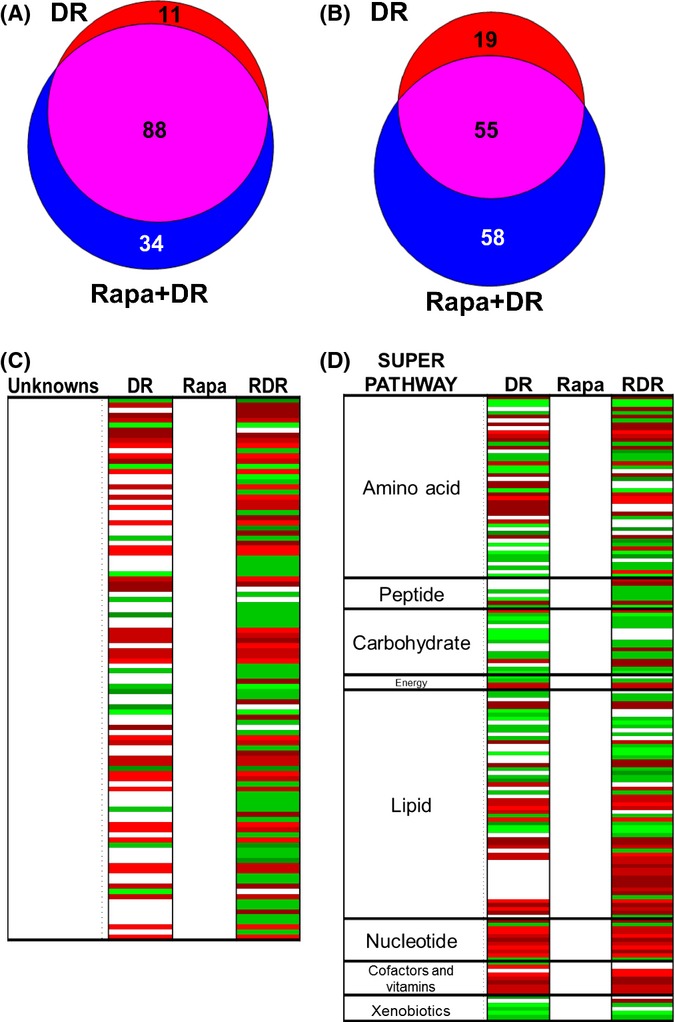
Metabolomic analysis shows significant differences in metabolites between dietary restriction (DR) and Rapa treatment. Using gas or liquid chromatography followed by mass spectrometry, the separation and quantification of small molecules and biochemicals in the liver samples were possible. Metabolomic profiles obtained by Metabolon contained metabolites that were identified based on a library of approximately 1000 purified standards as well as unique compounds that were not in Metabolon’s library, i.e., unknown metabolites. Significantly changed metabolites were found using a filtering criteria of *q* < 0.05 and > 15% change in DR, Rapa, and Rapa + DR relative to *ad libitum* (AL). Venn diagrams show the number of metabolites significantly increased (A) or decreased (B). The bolded circles indicate the number of metabolites significantly changed in DR vs. Rapa only. The colors indicate metabolites significantly changed in each respective bin: red, DR; green, Rapa; blue, Rapa + DR; yellow, shared between DR and Rapa; cyan, shared between Rapa and Rapa + DR; magenta, shared between DR and Rapa + DR; and gray, shared among all three comparisons. (C) Heatmap of unknown metabolites (105) that significantly changed with DR, Rapa, or Rapa + DR relative to AL. (D) Heatmap of known metabolites (157) that significantly changed with DR, Rapa, or Rapa + DR relative to AL are listed by super pathways. Red indicates significantly increased, green indicates significantly decreased, and white indicates metabolites that did not change significantly.

We also compared the changes in levels of each of the 106 unknown (Fig. 4C) and the 159 known (Fig. 4D, names of these metabolites are given in File S1 tab6) metabolites for the DR and Rapa + DR groups. The profiles for DR and Rapa + DR groups were similar in that the individual metabolites change in the same direction. When comparing the super pathways, we observed that the increase in 44 known metabolites unique to Rapa + DR mice occurred primarily in the lipid and amino acid super pathways.

## Discussion

Because Rapa inhibits the major nutrient signaling pathway in eukaryote cells and because DR limits the dietary intake of an organism, it is logical that investigators initially speculated that rapamycin increased lifespan in mice by ‘mimicking’ the downstream signaling effects of DR without changes in body weight or reduction in food consumption (Kaeberlein & Kennedy, 2009). There were also suggestions that DR and Rapa may be similar because one of the inputs that negatively regulate mTOR signaling is through the availability of amino acids.

The purpose of this study was to use an unbiased analysis of the transcriptome and metabolome to identify similarities and differences in transcriptome and metabolome of DR and Rapa mice. The DR (40%) and Rapa (14 ppm) treatment regimens used in this study have been shown to increase the lifespan of mice (Ikeno *et al*., 2005; Harrison *et al*., 2009). We focused on the liver because liver is the first tissue exposed to rapamycin absorbed in the gut, it is relatively homogenous with hepatocytes constituting 80% of the liver volume (Kmiec, 2001), it expresses a diverse range of metabolic pathways, and it plays a major role in drug metabolism. Over the past two decades, numerous laboratories have studied the effect of DR on liver function, and these studies have shown that DR reduces lipid content (Larson-Meyer *et al*., 2008; Moura *et al*., 2012), improves protein degradation/turnover (Cavallini *et al*., 2001), and mitochondria function (Hagopian *et al*., 2005). Recently, Zhang *et al*. (2013b) showed that DR reduced liver pathology and improved liver function (lower plasma levels of alanine amino transferase and alkaline phosphatase) in *Sod1*^−/−^ mice, which exhibited increased liver pathology. There is also substantial information on the effect of long-term Rapa feeding on liver showing that Rapa either improves or has no effect on liver pathology, i.e., no evidence of toxicity. Wilkinson *et al*. (2012) showed that Rapa significantly reduced liver degeneration in old male mice, and this effect was dose dependent up to levels of Rapa three-fold higher than the dose used in this study. Recently, Zhang *et al*. (2013a) reported that Rapa reduced liver pathology (from 24% in the controls to 7% in Rapa) in old male mice, and Neff *et al*. (2013) reported that Rapa significantly reduced microgranulomas in livers of old male but had no effect on liver hepatic fibrosis.

Using principal component analysis of the transcriptome data we found that the components describing most of the variance in DR and Rapa showed no overlap, demonstrating that the global gene expression profiles of mice treated by DR or Rapa fall-out as distinct groups. We also found that < 20% mRNA transcripts that changed significantly by either DR or Rapa were shared by both DR and Rapa. 

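Over both directions 1008 of the 3618 probes called in DR or Rapa were called in the same direction in both, 27.9%. They include Cul4a, a scaffold of ubiquitin ligases, higher with log2 changes of 0.64 ± 0.10 and 0.52 ± 0.09, and Vars, the valyl-tRNA synthetase, lower with -0.33 ± 0.10 and -0.44 ± 0.09 (adjusted p from 2.37e-06 to 0.0107 in DR and from 0.000102 to 0.000628 in Rapa, limma; 11 of 11 and 12 of 12 mice). Both treatments were compared with the same AL mice.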

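DR changes over 2-fold included higher Rgs16, a regulator of G protein signalling (3.13 ± 0.48), and Lpin1 (2.48 ± 0.19), and lower Aqp8, a water channel (-1.88 ± 0.28), and Aatk (-2.01 ± 0.19), each in 11 of 11 mice (adjusted p from 3.38e-13 to 4e-06). In Rapa, Serp1, a protein of the endoplasmic reticulum (1.16 ± 0.18), Rida (1.14 ± 0.19) and Hnrnpa2b1 (1.23 ± 0.20) were higher, and Clec2d (-0.82 ± 0.20), Gsta4, a glutathione transferase (-0.81 ± 0.16), and Ctsz, a lysosomal protease (-0.71 ± 0.10), were lower (adjusted p from 2.72e-06 to 0.00375). Of the called probes 66 were higher and 46 lower by more than 2-fold in DR, and 40 and 2 in Rapa.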

DR has a greater effect on up-regulated genes, and Rapa has a greater effect on down-regulated genes. It is possible that higher doses of Rapa (over 14 ppm) would generate a transcriptome profile more similar to that observed with DR. As we cannot discount this possibility, our preliminary data with female mice (Fig. S3) show that of the 20 transcripts studied, 18 do not show a change in expression when higher doses of Rapa (e.g., 20, 22, and 42 ppm of Rapa) are given.

When we compared our data to the Dietary Restriction Gene database (GenDR, which contained data from 61 datasets using different animals such as mouse, rat, and pig and from 19 different tissues), we found that 129 of the genes we identified that changed with DR matched the 174 genes currently in the GenDR database (Plank *et al*., 2012). On the other hand, only 13 genes that changed with Rapa-treatment were on the GenDR list.

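Surf1, an assembly factor of cytochrome c oxidase, changed by 0.31 ± 0.10 in DR (adjusted p = 0.0157, 11 of 11 mice) and by 0.10 ± 0.09 in Rapa (adjusted p = 0.507), a call in DR that was lost after quantile normalization. Dld, the lipoamide dehydrogenase, changed by 0.17 ± 0.08 and 0.21 ± 0.08 (adjusted p = 0.147 and 0.0664). Of 34 genes of complex I and its assembly 5 were higher and 1 lower in DR (median log2 change of 0.11, adjusted p = 0.173 from camera) and 3 and 3 in Rapa (median log2 change of -0.12, adjusted p = 0.564 from camera), with Ndufc2 (0.81 ± 0.20 and 0.70 ± 0.20) and Ndufs4 (0.72 ± 0.14 and 0.56 ± 0.14) called in both. Of 28 genes of complexes II to IV 8 were higher and 1 lower in DR (median log2 change of 0.06, adjusted p = 0.0749 from camera) and 3 and 2 in Rapa (median log2 change of 0.00, mean of -0.02, adjusted p = 0.987 from camera). Of 15 ATP synthase genes 2 were higher and 0 lower in DR (median log2 change of 0.08, adjusted p = 0.345 from camera) and 1 and 1 in Rapa (median log2 change of -0.10, adjusted p = 0.868 from camera), and of 18 genes of pyruvate dehydrogenase and the TCA cycle 3 and 2 in DR (median log2 change of 0.03, adjusted p = 0.598 from camera) and 2 and 2 in Rapa (median log2 change of 0.03, adjusted p = 0.879 from camera). None of these 4 lists passed in DR or in Rapa. In DR complex I, complexes II to IV and ATP synthase passed, with positive medians, after quantile normalization and when arrays were centred without division by their SD.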

Our analysis of the genes that were up-regulated by DR but not by Rapa identified genes related to mitochondrial function (e.g., NADH dehydrogenase, ATPase subunits, pyruvate dehydrogenase subunits such as lipoamide, and surfeit genes such as *Surf-1*), suggest that certain aspects of mitochondria function are improved by DR, which is consistent with the data showing that mitochondrial proton leak and H_2_O_2_ production were reduced by DR (Hagopian *et al*., 2005). 

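Among antioxidant enzymes, Prdx3, the mitochondrial peroxiredoxin, was higher in DR (0.57 ± 0.14, adjusted p = 0.00255, 11 of 11 mice) and in Rapa (0.82 ± 0.14, adjusted p = 4.95e-05, 12 of 12 mice). Cat, catalase, was higher in Rapa (0.56 ± 0.13, adjusted p = 0.00157, 12 of 12 mice) and had a change of 0.35 ± 0.13 in DR (adjusted p = 0.0548, 11 of 11 mice). When arrays were centred without division by their SD, Cat was called in DR and not in Rapa. Sod2, the mitochondrial superoxide dismutase, changed by 0.12 ± 0.09 in DR and 0.06 ± 0.09 in Rapa, and Hmox1, heme oxygenase, by 0.08 ± 0.07 and 0.05 ± 0.07, and none of these passed (adjusted p from 0.368 to 0.489 and from 0.723 to 0.73). The other peroxiredoxins measured, Prdx1, Prdx2 and Prdx4, were not called in DR, with changes of -0.11 ± 0.16, 0.26 ± 0.11 and 0.13 ± 0.09, and that of Prdx1 was positive when arrays were centred without division by their SD. Of 19 antioxidant enzymes 2 were higher and 1 lower in DR (median log2 change of 0.03, adjusted p = 0.462 from camera) and 2 and 3 in Rapa (median log2 change of 0.03, adjusted p = 0.987 from camera). Msrb2, a methionine sulfoxide reductase, was the other enzyme higher in DR (0.21 ± 0.08). The list passed in DR, with a positive median, when arrays were centred without division by their SD.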

Several genes for antioxidant enzymes (*Sod-2*, catalase, peroxiredoxin, hemoxigenase) also showed a significant increase only by DR, which was consistent with the numerous reports that DR reduced oxidative damage in liver (Bokov *et al*., 2004). 

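Chaperones and folding enzymes of the endoplasmic reticulum rose in Rapa mice. Creld2, a secreted protein induced by endoplasmic reticulum stress, stood at a log2 signal of 9.90 ± 0.99 (SD, n = 12) in Rapa and 8.70 ± 0.34 (SD, n = 11) in AL, a change of 1.20 ± 0.27 (adjusted p = 0.00117, 11 of 12 mice). Pdia4, a protein disulfide isomerase (0.71 ± 0.15), Calr, the chaperone calreticulin (0.68 ± 0.13), Capn2, a calpain protease (0.47 ± 0.10), and Sumo3, a ubiquitin-like modifier (0.41 ± 0.12), were each higher in 12 of 12 Rapa mice (adjusted p from 0.000223 to 0.011). In DR these 5 genes changed by -0.22, -0.09, -0.07, 0.03 and 0.15, and none was called. Of 28 genes of endoplasmic reticulum chaperones and the unfolded protein response 12 were higher and 0 lower in Rapa, 15 when adjusted over the list alone, with a median of 0.27 (adjusted p = 1.04e-06 from camera and adjusted p = 0.211 with an estimated correlation). In DR 5 were higher and 2 lower (median log2 change of -0.07, mean of 0.01, adjusted p = 0.727 from camera). The effect of rapamycin differed with diet, a median interaction of -0.26 over the list (adjusted p = 4.98e-08 from camera and adjusted p = 0.11 with an estimated correlation), and by -1.34 ± 0.38 for Creld2 (adjusted p = 0.0423) and -0.68 ± 0.18 for Calr (adjusted p = 0.0346). The interactions of both genes no longer passed without the filter on dim probes, that of the list did. In Rapa + DR 8 were higher and 6 lower, and the list mean per mouse was 9.19 ± 0.0750 (SD, n = 12) against 9.55 ± 0.223 in Rapa (n = 12), 9.21 ± 0.139 in AL (n = 11) and 9.22 ± 0.132 in DR (n = 11). All 12 Rapa mice lay above the AL median and 7 above the highest AL mouse. The list holds Creld2, Pdia4 and Calr, which the paper names from these same arrays, so it is not independent of that report.

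**Figure D2:**
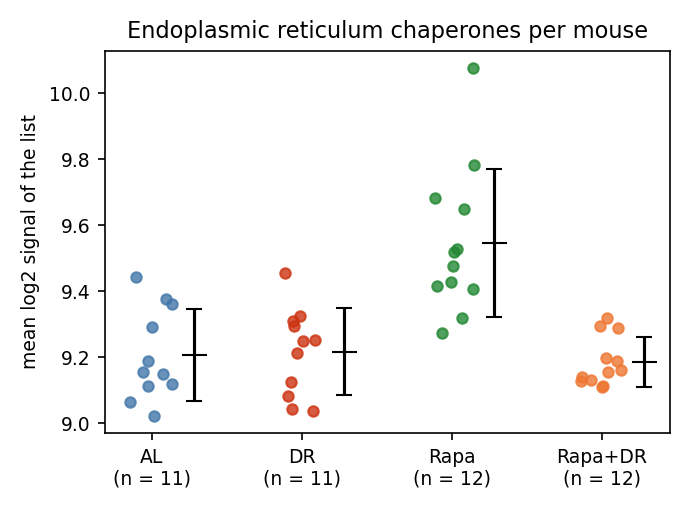
Mean log2 signal per mouse over the 28 genes of endoplasmic reticulum chaperones and the unfolded protein response, in AL, DR, Rapa and Rapa + DR mice. Each point is 1 mouse and the bars give the mean and SD of the group. The 12 Rapa mice lie from 9.27 to 10.1, the 11 AL mice from 9.02 to 9.44.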

As for the genes that were up-regulated only by Rapa, we found *Credl2*, *Pdia4*, calreticulin, calpain2, and *Sumo-3*, suggesting that Rapa up-regulates the unfolding protein response pathway. On the other hand, DR down-regulates genes of the complement, major urinary proteins (which is consistent with an early observation by Richardson *et al*., 1987), and glucokinase, which is associated with the control of energy expenditure and shifting the metabolism depending on glucose levels (Matschinsky, 2005). 

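Complement genes and major urinary protein genes fell in DR. Of 22 complement genes 7 were lower and 1 higher, with a median log2 change of -0.27 (adjusted p = 0.00529 from camera and adjusted p = 0.395 with an estimated correlation; list mean lower in 11 of 11 mice). C6, a component of the membrane pore (-0.91 ± 0.19), C4b (-0.82 ± 0.14) and Serping1, the C1 inhibitor (-0.71 ± 0.15), were among them (adjusted p from 3.61e-05 to 0.00029). Of 5 major urinary protein genes, pheromone carriers secreted by the male liver, 4 were lower and 0 higher, with a median of -0.90 (adjusted p = 0.00237 from camera and adjusted p = 0.395 with an estimated correlation; 11 of 11 mice), as for Mup21 (-1.12 ± 0.23) and Mup6 (-0.95 ± 0.19). In Rapa 2 complement genes were higher and 4 lower (median log2 change of -0.07, adjusted p = 0.675 from camera), and 0 urinary protein genes were higher and 0 lower (median log2 change of 0.17, adjusted p = 0.564 from camera). In Rapa + DR 13 complement genes were lower and 3 higher (adjusted p = 0.0181 from camera and adjusted p = 0.449 with an estimated correlation; median -0.32, 12 of 12 mice), and 5 urinary protein genes were lower and 0 higher (adjusted p = 0.0175 from camera and adjusted p = 0.534 with an estimated correlation; median -0.82, 12 of 12 mice). The urinary protein genes are close paralogs, and whether each probe tells them apart was not tested, so their number of independent values is unknown. Both lists lost their calls in DR and in Rapa + DR when arrays were centred without division by their SD, and complement lost that in Rapa + DR also without the filter on dim probes. The 19 hepatocyte markers did not pass but had medians of -0.23 in DR and -0.37 in Rapa + DR (adjusted p = 0.462 and 0.79 from camera). Of them 1 was higher and 1 lower in DR, and 3 were higher and 4 lower in Rapa + DR.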

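Among the glutathione transferases, Gstt3 fell in Rapa (-0.57 ± 0.15, adjusted p = 0.00508, 10 of 12 mice) and Gstm2 did not pass (-0.21 ± 0.13, adjusted p = 0.279, 8 of 12 mice). The call of Gstt3 was lost with array weights. Mgst3, a microsomal transferase, fell (-0.64 ± 0.19, adjusted p = 0.0144), while Mgst1 (0.60 ± 0.21) and Gclm, the modifier subunit of the rate-limiting enzyme of glutathione synthesis (0.53 ± 0.10), rose (adjusted p from 0.000119 to 0.0432). Of 25 genes of glutathione transferases and glutathione synthesis 6 were lower and 2 higher in Rapa, a median of -0.20, just short of the threshold (adjusted p = 0.0657 from camera). By fry the list passed in Rapa (adjusted p = 0.0146, list mean lower in 10 of 12 mice). By camera it passed without the filter on dim probes and when arrays were centred without division by their SD.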

As for genes down-regulated by Rapa, we found that transcripts for glutathione-S-transferase (i.e., *Gstm2* and *Gstt3*) were reduced, suggesting that GSH synthesis may be affected by Rapa. Interestingly, both DR and Rapa increased the expression of proteasome subunits genes (Psmd), ubiquitin ligases (*Rbx1*), and heat shock proteins (*Hsp90*) as well as some genes in autophagy pathway, e.g., *Atg12,* suggesting that both DR and Rapa improve protein quality.

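Members of the proteasome and of the autophagy and lysosome lists moved both ways in DR and in Rapa. Of 37 proteasome subunits 6 were higher and 2 lower in DR (median log2 change of 0.03, adjusted p = 0.613 from camera) and 2 and 3 in Rapa (median log2 change of -0.03, adjusted p = 0.905 from camera), and the list did not pass in either. Psme2, a proteasome activator, was higher in both (0.55 ± 0.09 and 0.53 ± 0.08), as was Psma4 (0.41 ± 0.09 and 0.54 ± 0.09). Rbx1, a subunit of cullin ubiquitin ligases, changed by 0.25 ± 0.12 in DR and -0.00 ± 0.12 in Rapa, and was called in neither (adjusted p = 0.161 and 0.995). Of the Hsp90 genes, Hsp90b1 of the endoplasmic reticulum rose in Rapa (0.54 ± 0.12, adjusted p = 0.00121, 10 of 12 mice) and changed by -0.09 ± 0.12 in DR. Its call was lost when arrays were centred without division by their SD. The cytosolic Hsp90aa1 was called in neither (-0.07 ± 0.03 and 0.00 ± 0.03), but its probe lay above background on 5 of 46 arrays and is too dim to decide. Of 24 cytosolic and mitochondrial heat shock proteins 2 were higher and 3 lower in DR (median log2 change of -0.05, adjusted p = 0.799 from camera) and 2 and 0 in Rapa (median log2 change of 0.04, adjusted p = 0.388 from camera). Atg12, a conjugating protein of autophagosome formation, rose in Rapa (0.34 ± 0.10, adjusted p = 0.0119, 12 of 12 mice) and changed by 0.18 ± 0.10 in DR (adjusted p = 0.215); its call in Rapa was lost when arrays were centred without division by their SD. Of 26 autophagy and lysosome genes 3 were higher and 5 lower in DR (median log2 change of -0.02, adjusted p = 0.982 from camera) and 3 and 4 in Rapa (median log2 change of -0.03, adjusted p = 0.838 from camera), with Atg7 lower in both (-0.41 ± 0.14 and -0.40 ± 0.14).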

Our pathway analysis showed that more than 65% of the pathways identified were unique to either DR or Rapa treatment, which fits with our transcript analysis. For example, if we consider the top 15 pathways ranked by *P*-value, only the protein ubiquitination pathway was shared by DR and Rapa, which agreed with our gene analysis, again suggesting that both DR and Rapa might improve protein quality by removing damaged/misfolded proteins. mTOR and Nrf2 signaling pathways are in the top 15 pathways for Rapa, and as they were not in the top 15 pathways in DR, they were significantly altered by DR. Similarly, as mitochondrial dysfunction and glucocorticoid receptor signaling pathways were not in the top 15 pathways for Rapa treated mice, they were significantly altered by Rapa. 

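The list of ubiquitin conjugation genes passed in DR and in Rapa by camera at the preset correlation. Of 30 such genes 9 were higher and 1 lower in DR, a median log2 change of 0.04 (adjusted p = 0.0471 from camera and adjusted p = 0.434 with an estimated correlation; list mean higher in 11 of 11 mice), and 9 were higher and 0 lower in Rapa, a median of 0.11 (adjusted p = 0.000397 from camera and adjusted p = 0.069 with an estimated correlation; 12 of 12 mice). In Rapa they include the conjugating enzymes Ube2b (0.74 ± 0.10) and Ube2n (0.36 ± 0.08), and in DR Ube2k (0.46 ± 0.10). In Rapa + DR 12 were higher and 1 lower (adjusted p = 0.0175 from camera and adjusted p = 0.343 with an estimated correlation; median 0.15, 12 of 12 mice). The call in DR was lost after quantile normalization. The list also holds the clock output Usp2, with a change of 2.59 ± 0.23 in DR, where the list mean was 0.17 beside the median of 0.04. Whether the list passes without Usp2 was not tested. Akt1s1, the mTOR complex 1 subunit PRAS40, fell in Rapa (-0.52 ± 0.10, adjusted p = 0.000338, 12 of 12 mice).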

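Glucocorticoid receptor targets moved in DR, 8 of 21 higher and 2 lower with a median log2 change of 0.26 (adjusted p = 0.0285 from camera and adjusted p = 0.693 with an estimated correlation; list mean higher in 11 of 11 mice), among them Pck1, the key enzyme of gluconeogenesis (0.76 ± 0.17, adjusted p = 0.000562). In Rapa 2 were higher and 0 lower (median log2 change of 0.14, adjusted p = 0.254 from camera), with Sgk1, a serum- and glucocorticoid-induced kinase, at 0.49 ± 0.15. The call in DR was lost when probes had to lie above background on 6 or more arrays. A list that passed in DR and not in Rapa is not shown to differ between them.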

The mTOR signaling pathway was the pathway ranked the highest in the Rapa treated mice, which was not surprising because Rapa’s known target was mTOR. 

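Genes of mTOR signalling went both ways. Of 34 genes 6 were higher and 4 lower in Rapa (median log2 change of -0.02, mean of 0.03, adjusted p = 0.868 from camera), 11 and 3 in DR (median log2 change of 0.06, adjusted p = 0.159 from camera) and 12 and 4 in Rapa + DR (median log2 change of 0.06, adjusted p = 0.314 from camera). Rps6, the ribosomal protein whose phosphorylation reads out mTOR complex 1, rose in DR, Rapa and Rapa + DR by 0.64 ± 0.13, 0.63 ± 0.12 and 0.58 ± 0.12 (11 of 11, 12 of 12 and 12 of 12 mice; adjusted p = 0.000167, 0.000268 and 0.000177). Mtor itself changed by 0.01 ± 0.08 in Rapa (adjusted p = 0.972) and Fkbp1a, the binding protein of rapamycin, by -0.03 ± 0.08 (adjusted p = 0.884). The list passed by camera in DR and in Rapa + DR when arrays were centred without division by their SD. By fry it passed in DR (adjusted p = 0.0362, list mean higher in 10 of 11 mice). The same held in Rapa + DR (fry adjusted p = 0.0112, 10 of 12 mice) and not in Rapa (fry adjusted p = 0.853). Transcript levels do not measure the activity of the kinase.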

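Of 22 NRF2 targets 1 was higher and 1 lower in Rapa (median log2 change of -0.02, adjusted p = 0.596 from camera), 8 and 3 in Rapa + DR (median log2 change of 0.02, adjusted p = 0.442 from camera) and 6 and 3 in DR (median log2 change of -0.00, mean of 0.07, adjusted p = 0.613 from camera). Higher in Rapa + DR were Cbr1, a carbonyl reductase (1.01 ± 0.13), Gsta1 (0.97 ± 0.21) and Txn1, thioredoxin (0.60 ± 0.15), in 11 to 12 of 12 mice (adjusted p from 5.23e-08 to 0.00185). The list passed in none of the 3 treatments by camera. By fry it passed in Rapa + DR (adjusted p = 0.0379, list mean higher in 12 of 12 mice). It did not by fry in DR or in Rapa (adjusted p = 0.466 and 0.459). The interleukin 2 pathway was not analysed here.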

The two pathways (within the top 15 pathways) shared by Rapa and Rapa + DR were Nrf2 and regulation of IL-2 pathways. The IL-2 pathway is a key component of the immune response against infections but has been shown to be effective in certain cancers such as metastatic melanoma. The Nrf2 pathway could be an important mechanism in the increased lifespan of the DR and Rapa mice because it plays a major role in protecting organisms against stress, particularly oxidative stress. In addition, Pearson *et al*. (2008), showed that *Nrf2*^−/−^ mice were more sensitive to carcinogen exposure than wild type mice and that deletion of the *Nrf2* gene prevented the ability of DR to suppress tumor formation from carcinogen exposure. These findings suggest that alteration in the Nrf2 pathway by DR and Rapa might play a critical role in the reduction of cancer observed in with DR and Rapa (Sharp & Richardson, 2011).

One of the most interesting outcomes of our study was the major increase in the number of genes (more than 1800) that were significantly changed only by Rapa + DR, e.g., 35% of the transcripts up-regulated and 49% of the transcripts down-regulated by Rapa + DR were not significantly changed by either DR or Rapa alone. Our analysis of specific genes altered by the combination of DR and Rapa showed that the combination of these two interventions enhances the effect of DR or Rapa alone by inducing the expression of genes that were not significantly altered by either one alone. 

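Tcn2, which carries vitamin B12 in blood, was lower in Rapa (-0.34 ± 0.10, adjusted p = 0.0155, 11 of 12 mice), changed by 0.00 ± 0.10 in DR (adjusted p = 0.999) and by 0.24 ± 0.10 in Rapa + DR (adjusted p = 0.0579), with an interaction of 0.58 ± 0.14 (adjusted p = 0.0243). Its call in Rapa was lost when arrays were centred without division by their SD. Srxn1, which reduces oxidized peroxiredoxin, fell in Rapa + DR (-0.60 ± 0.10, adjusted p = 3e-06, 12 of 12 mice) and in DR (-0.27 ± 0.10, adjusted p = 0.0411, 10 of 11 mice) and changed by -0.23 ± 0.10 in Rapa (adjusted p = 0.0944), and its call in DR was lost without the filter on dim probes. Cd81, a tetraspanin, was lower in DR (-0.45 ± 0.11, adjusted p = 0.00236) and in Rapa + DR (-0.39 ± 0.11, adjusted p = 0.00398) and changed by 0.02 ± 0.11 in Rapa, but its change in Rapa + DR was 0.13 when arrays were centred without division by their SD. Over all probes higher only in Rapa + DR the median change was 0.144 in DR, 0.0833 in Rapa and 0.311 in Rapa + DR, and over those lower only in Rapa + DR it was -0.184, -0.123 and -0.320.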

When we scrutinized the list of genes of the Rapa + DR group and compared the list to either the DR or Rapa gene list, we observed that the majority of the genes that appear as new genes in the combined treatment were also altered in the same direction by DR or Rapa but did not reach statistical significance; only a handful of genes appears as a new genes [e.g., transcobalamine (Tcn2), sulfiredoxin1 (Srxn1), CD81 antigen (CD81)]. 

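Slco1b2, a transporter of bile acids and drugs, had log2 changes of 0.94 in DR, 1.30 in Rapa and 1.68 in Rapa + DR (standard errors 0.26, 0.25 and 0.25), and Sult1d1, a sulfotransferase, had 0.62, 0.45 and 1.16 (standard errors 0.13, 0.13 and 0.13). A probe picked for a high Rapa + DR change against the same controls would seem to change in DR and Rapa too, so probes were called against 1 part of the AL mice and measured against the other. Of 1757 probes higher in Rapa + DR than in the odd AL arrays, the median change against the even AL arrays was 0.565 in Rapa + DR, 0.398 in DR and 0.246 in Rapa, and the median sum of the DR and Rapa changes was 0.649. For 1107 lower probes these were -0.440, -0.338, -0.186 and -0.520. With the parts exchanged, 2765 higher probes gave 0.315, 0.179, 0.107 and 0.300, and 1428 lower probes gave -0.345, -0.238, -0.138 and -0.396. The sum of the DR and Rapa changes counts the measuring AL arrays for both treatments. The Rapa + DR arrays both chose the probes and gave their Rapa + DR change, so that median stays raised against the others.

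**Figure D3:**
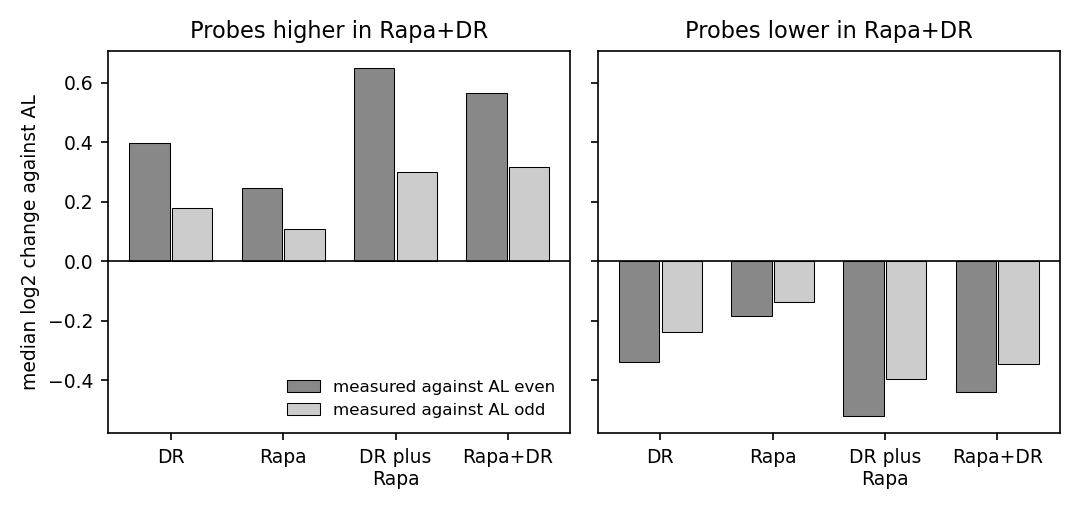
Median log2 change against AL of the probes called higher (left) or lower (right) in Rapa + DR, in DR, in Rapa, as the sum of the DR and Rapa changes, and in Rapa + DR. Dark bars are measured against the even AL arrays, light bars against the odd ones. The sum lies at 0.649 and 0.300 for the higher probes, beside 0.565 and 0.315 for Rapa + DR.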

Based on these data, we propose that the combination of Rapa and DR has an additive effect on the expression of a large number of genes, which is supported by the heatmap data. The combination of Rapa and DR has not only a larger effect on gene expression (more genes become significant), but also a greater fold change in transcript levels and a greater fraction of the mice show an increase in the transcripts. 

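For the probes called in all 3 treatments the median change was larger in Rapa + DR than in either alone. Lower probes changed by -0.406 in DR, -0.359 in Rapa and -0.489 in Rapa + DR, with a mean of 97.0%, 94.0% and 98.9% of mice below the AL median. Sdhd, a subunit of complex II, changed by 0.55 ± 0.13 in DR, 0.37 ± 0.13 in Rapa and 1.14 ± 0.13 in Rapa + DR, and was higher in Rapa + DR than in DR by 0.59 ± 0.13 (adjusted p = 0.00832, 11 of 12 mice).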

With respect to the pathways altered by Rapa + DR, we also observed that more pathways were significantly changed by Rapa + DR than by either DR or Rapa alone. Six pathways were shared between DR and Rapa + DR in the top 15 pathways: mitochondrial dysfunction, glucocorticoid receptor signaling, the super pathway of melatonin degradation, melatonin degradation I, nicotine degradation II, and serotonin degradation. 

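Complex I subunits Ndufc2 and Ndufb9 were higher in Rapa + DR (1.14 ± 0.20 and 0.82 ± 0.19), as were Atp5a1 of ATP synthase (0.60 ± 0.12), Pdhb of pyruvate dehydrogenase (1.03 ± 0.11) and Dld (0.49 ± 0.08), each in 11 to 12 of 12 mice (adjusted p from 1.11e-09 to 0.000483). Of the complex I genes 14 were higher and 4 lower (median log2 change of 0.12, adjusted p = 0.259 from camera), of complexes II to IV 7 and 2 (median log2 change of 0.10, adjusted p = 0.213 from camera), of ATP synthase 5 and 0 (median log2 change of 0.17, adjusted p = 0.442 from camera), and of pyruvate dehydrogenase and the TCA cycle 6 and 3 (median log2 change of 0.10, adjusted p = 0.213 from camera). Higher members outnumbered lower ones in each list. By camera none of the 4 passed, and by fry complexes II to IV (adjusted p = 0.048, list mean higher in 8 of 12 mice) and pyruvate dehydrogenase and the TCA cycle (adjusted p = 0.000981, 12 of 12 mice) did. All 4 passed with positive medians when arrays were centred without division by their SD, and the complex I, complexes II to IV and ATP synthase lists after quantile normalization.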

For all these pathways, most of the genes are up-regulated e.g., electron transport chain complexes, ATPase subunits, and NADH dehydrogenase for mitochondrial dysfunction pathway, suggesting that mitochondrial function might be improved. An improved glucocorticoid receptor signaling would suggest improved anti-inflammatory response (Smoak & Cidlowski, 2004). 

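In Rapa + DR 10 of 21 glucocorticoid receptor targets were higher and 1 was lower, a median log2 change of 0.37 (adjusted p = 0.0175 from camera and adjusted p = 0.595 with an estimated correlation; list mean higher in 11 of 12 mice). They include Per1 (1.56 ± 0.18), also a clock gene, and Dusp1, a phosphatase (0.86 ± 0.26), with Ppp1r3c, a glycogen-targeting subunit, lower (-1.39 ± 0.25). The call was lost with the arrays' background level as a covariate.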

As for the melatonin degradation, nicotine degradation, and serotonin degradation, the majority of the changes in these pathways share components or isoforms of the cytochrome p450 family, which is an important group of enzymes responsible for drug metabolism and detoxification. These data are consistent with the reports showing that DR up-regulates drug metabolism in the liver (Sachan & Das, 1982). It is also interesting that genes involved in drug metabolism are up-regulated in livers of the long-lived Ames dwarf mouse (Boylston *et al*., 2006).

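Of 30 P450 genes of drug metabolism 7 were higher and 7 lower in Rapa + DR, with a median log2 change of -0.02, mean of 0.05 (adjusted p = 0.896 from camera), and the median was 0.274 when arrays were centred without division by their SD. Cyp2b9 (1.69 ± 0.41), Cyp2a5 (1.44 ± 0.24) and Cyp3a25 (1.13 ± 0.20) rose and Cyp2d40 fell (-1.20 ± 0.14; adjusted p from 2.11e-09 to 0.000864; 12 of 12 mice). In DR 5 were higher and 7 lower (median log2 change of -0.05, adjusted p = 0.462 from camera), and in Rapa 2 and 4 (median log2 change of -0.01, adjusted p = 0.596 from camera), with Cyp3a11, a major drug-metabolizing P450, higher at 0.88 ± 0.28. Conjugating enzymes rose in Rapa + DR, 11 of 19 higher and 2 lower with a median of 0.43 (adjusted p = 0.0175 from camera and adjusted p = 0.595 with an estimated correlation; list mean higher in 12 of 12 mice), as for Ugt2a3 (0.78 ± 0.14) and Ugt2b34 (0.72 ± 0.15). In DR 10 were higher and 1 lower (median log2 change of 0.30, adjusted p = 0.159 from camera).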

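In Rapa, Gpt2, an alanine aminotransferase (-0.33 ± 0.10), and Srr, serine racemase (-0.36 ± 0.09), fell (adjusted p from 0.00457 to 0.0147, 10 to 12 of 12 mice). Of 13 genes of serine, glycine and alanine metabolism 3 were lower and 0 higher (median log2 change of -0.08, adjusted p = 0.165 from camera). Aldoa, an aldolase of glycolysis, fell (-0.38 ± 0.10, adjusted p = 0.00624, 12 of 12 mice). Of 14 genes of glycolysis and glucose uptake 3 were lower and 1 higher (median log2 change of -0.09, adjusted p = 0.388 from camera). Il15, the cytokine interleukin 15, changed by 0.01 ± 0.06 in Rapa (adjusted p = 0.906, 5 of 12 mice) and by 0.11 ± 0.06 in DR, and rose in Rapa + DR (0.31 ± 0.06, adjusted p = 4.31e-05, 11 of 12 mice). Its receptor Il15ra was higher in Rapa (0.31 ± 0.07, adjusted p = 0.00196). Neither list passed in Rapa by camera, and by fry both did (serine, glycine and alanine adjusted p = 0.0129, list mean lower in 12 of 12 mice, and glycolysis adjusted p = 0.0236, 11 of 12 mice).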

Of the 34 pathways that are altered only by Rapa, approximately 70% were down-regulated, e.g., l-serine and alanine degradation, glycolysis, and IL-15 production pathways were most affected. Our data are consistent with previous data showing that Rapa altered amino acid degradation (Beck *et al*., 1999). The decrease in the glycolysis pathway has been associated with the protective effects of Rapa against cancer, e.g., a down-regulation in glycolysis has been associated with decreased cell size and cell proliferation, two important factors for cancer progression (Edinger *et al*., 2003). IL-15 is a cytokine constitutively expressed by a large number of cell types and tissues (including monocytes, macrophages, dendritic cells, keratinocytes, fibroblasts and nerve cells) and plays an important role in innate and adaptive immunity. Decreased levels of this cytokine have been proposed to be the mechanism underlying the immunosuppressive effect (Lodolce *et al*., 2002). 

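Osm, the cytokine oncostatin M, changed by -0.07 ± 0.04 in Rapa (adjusted p = 0.198) and Osmr, its receptor, by 0.13 ± 0.05 (adjusted p = 0.0581, 11 of 12 mice), and neither was called. Their probes lay above background on 1 and 21 of 46 arrays, so a change would be understated or missed. The downstream kinase Jak2 rose (0.32 ± 0.07, adjusted p = 0.00236, 12 of 12 mice). Of 12 genes of interleukin 15 and oncostatin M signalling 1 was higher and 1 lower in Rapa (median log2 change of -0.02, adjusted p = 0.932 from camera).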

The oncostatin M (OSM) and acetate conversion to acetyl CoA pathways were the two pathways up-regulated by Rapa that showed the largest effect. The OSM pathway has been shown to protect against cancer because it inhibits cell proliferation and promotes cell detachment, increased epithelial apoptosis, and enhanced clearance of epithelial structures during the remodeling phase of mammary involution (Tiffen *et al*., 2008). The up-regulation of the acetate conversion to Acetyl-CoA pathway may play a role in side effects of Rapa on lipid metabolism and insulin insensitivity. For example, the increase in the transcripts for acetyl CoA synthetase 1 and 3 would be predicted increase the conversion of acetate to acetyl CoA, resulting in increased fatty acid synthesis. This combined with Rapa’s inhibition of the fat storage (Ma *et al*., 2007) could lead to an accumulation of free fatty acids that would lead to insulin resistance, which has been reported in rodents treated with Rapa (Lamming *et al*., 2012).

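Acsl3, a long-chain acyl CoA synthetase, rose in Rapa (0.41 ± 0.12, adjusted p = 0.0115, 11 of 12 mice), as did Acsl4 (0.36 ± 0.07) and the medium-chain Acsm3 (0.96 ± 0.18; adjusted p from 0.000215 to 0.000286). Acss1, the mitochondrial acetyl CoA synthetase, changed by 0.02 ± 0.04 (adjusted p = 0.766, 4 of 12 mice), on a probe above background on 11 of 46 arrays. Of 9 acyl and acetyl CoA synthetases 3 were higher and 0 lower (median log2 change of 0.11, adjusted p = 0.0657 from camera and adjusted p = 0.00357 from fry; list mean higher in 11 of 12 mice), and by camera the list passed with array weights and when arrays were centred without division by their SD. Of 25 genes of fatty acid and triacylglycerol synthesis 1 was higher and 3 were lower in Rapa (median log2 change of -0.08, adjusted p = 0.564 from camera), with Gpam, the first enzyme of triacylglycerol synthesis, higher (0.31 ± 0.11) and Fads2, a desaturase, lower (-0.43 ± 0.15).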

The metabolome comparison showed even less similarity between DR and Rapa treatment, with no metabolites significantly changed in Rapa. However, when Rapa is given to DR mice, we observe a large number of new metabolites. Thus, the combination of DR and Rapa showed greater effects on the metabolome than DR alone, agreeing with our transcriptiome data, indicating that a combination of Rapa and DR may have additive affects. Our analysis showed that most of the metabolite pathways that are significantly changed by DR are related to regulation of energy status, e.g., amino acid, carbohydrate, lipid, and energy (which included the Krebs cycle and oxidative phosphorylation). Because the initial studies in yeast suggest that TOR is a sensor of amino acids that becomes inactive upon depletion of amino acids (Hall, 1996), it is likely that a reduction in protein (amino acids) is a key factor in reduced mTOR signaling in DR (e.g., proteins represent 19% of the total components of the Purine diet; see Table S3). However, growth factors, e.g., IGF1 and insulin have also been shown to activate mTOR signaling (via PI3K and Akt), and DR has been shown to reduce circulating levels of IGF-1 and insulin in rodents (Dunn *et al*., 1997). Thus, DR could alter mTOR signaling through multiple mechanisms.

Two major observations arise from our study. First, our data show that DR and Rapa have quite different effects on the liver transcriptome and metabolome, demonstrating that Rapa is not simply a mimetic of DR. 

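Igfbp2, a binding protein of insulin-like growth factors, rose in DR (1.73 ± 0.20, adjusted p = 6.92e-09, 11 of 11 mice), and Lpin2 rose in DR (0.99 ± 0.12) and fell in Rapa (-0.44 ± 0.12; adjusted p = 2.15e-08 and 0.00561). Car3, a carbonic anhydrase, fell in DR (-0.68 ± 0.23) and rose in Rapa (0.91 ± 0.23; adjusted p = 0.0289 and 0.00338). Compared directly with limma, 983 probes of 770 genes were higher in DR than in Rapa and 635 probes of 521 genes were lower, 48 and 60 of them by more than 2-fold. From the separation of the groups in the principal component analysis, the small share of transcripts and pathways that both treatments changed and the lack of metabolites changed by Rapa, the paper concludes that the effects of DR and Rapa on the liver differ and that Rapa is not simply a mimetic of DR. From the genes that changed in the combination alone and moved the same way in DR or Rapa short of significance, and from its heatmaps, it proposes an additive effect of the combination on many genes.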

As our studies give only insight into what effect DR and Rapa have on the liver transcriptome and metabolome, preliminary unpublished data from our laboratory show that we observe even greater differences between DR and Rapa mice in the transcriptome of adipose tissue. Thus, we argue based on our limited data that it is likely that similar differences in the transcriptome will be found in other tissues of mice fed a DR-diet or Rapa. As our study demonstrates that DR and Rapa have different and unique effects on the transcriptome, the data do not allow us to determine whether the effect of DR and Rapa on lifespan occur through similar or different mechanism(s) because DR and Rapa have comparable effects on 20–34% of the genes and pathways, respectively. For example, the protein ubiquitination, mTOR signaling, mitochondrial function, and the Nrf2 pathways are altered by both DR and Rapa, and these pathways have been proposed to be important in aging.

The second major observation from this study is that DR mice given Rapa showed a significant change in a large number of transcripts and metabolites, which were not changed significantly by DR or Rapa alone. This observation is further supported by our heatmap data, which showed that combining DR and Rapa resulted in a larger number of transcripts that were up or down-regulated when compared with DR or Rapa alone. The transcriptome data suggest that Rapa potentiates the effects of DR on the genes whose expression is up-regulated in the Rapa + DR mice, e.g., almost 90% of the genes that are increased by Rapa + DR show trend of increased expression in DR mice (Table S4). On the other hand, only 35% of the genes whose expression was reduced significantly in the Rapa + DR mice showed a non-significant decrease in the DR mice; almost 60% of the genes significantly reduced in Rapa + DR mice showed a trend toward reduced expression in mice fed only Rapa.

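The 913 probes higher in Rapa + DR and called in neither treatment alone were sorted by the side of their DR and Rapa changes. Both changes were positive for 668 (73.2%), that of DR alone for 216 (23.7%), that of Rapa alone for 15 (1.64%) and neither for 14 (1.53%). These sides share the AL mice with the calls. With calls against the odd and sides against the even AL arrays, of 1091 such probes 82.8% had both changes positive, 15.7% that of DR alone, 0.550% that of Rapa alone and 1.01% neither. The DR and Rapa sides still share the even AL arrays, which by itself makes their signs agree more often. For these shares the parts were not exchanged. Dld, the lipoamide dehydrogenase named with the mitochondrial genes, was called in Rapa + DR alone, with both single changes positive.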

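Of the 457 probes lower in Rapa + DR and called in neither treatment alone, both the DR and the Rapa change were negative for 372 (81.4%), that of DR alone for 74 (16.2%), that of Rapa alone for 8 (1.75%) and neither for 3 (0.657%). With calls and sides measured against different AL arrays, of 518 such probes 81.9% had both changes negative, 13.7% that of DR alone, 1.93% that of Rapa alone and 2.51% neither. Here too the DR and Rapa sides share the even AL arrays. Mbl1, a mannose-binding lectin of complement activation, was lower in Rapa + DR (-0.83 ± 0.13, adjusted p = 3.44e-06, 12 of 12 mice) and not called in DR (-0.35) or in Rapa (-0.25).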

These data suggest that feeding DR mice Rapa would increase lifespan over that observed in DR mice. Currently, there is no information on the effect of a combination of DR and Rapa on the lifespan of mice or any mammal. However, the reported studies with invertebrates have been contradictory. Rapa increases the lifespan of *Drosophila* fed a DR-diet (Bjedov *et al*., 2010); but, the lifespans of TOR mutant yeast and *C. elegans* are not increased further by DR (Kaeberlein *et al*., 2005). Thus, it will be important in the future to determine whether combining DR and Rapa will increase lifespan further than that observed with DR and Rapa alone.

## Experimental procedure

### Animals and feeding regiment

C57/BL6 male mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). At 2 months of age, the mice were divided into four dietary regimens using Purina Mills Test Diet Control #1810306 (Purina Mills, St. Louis, MO, USA): mice fed AL, mice fed 40% of the diet consumed by AL mice (diet restriction; DR), mice fed AL diet supplemented with 14 ppm of rapamycin (Rapa), and mice fed DR diet supplemented with 14 ppm of rapamycin (Rapa + DR). The DR diet was calculated to 60% of the food consumed by the AL fed mice on a daily basis over a week and was given to the DR mice 3 pm daily. The Rapa was administered using microencapsulated Rapa as described Harrison *et al*. (2009). Mice were maintained on these dietary regimens until 8 months of age (6 months of treatment), at which time the mice were euthanized by carbon dioxide and liver tissues were harvested, snap-frozen in liquid nitrogen, and stored at −80°C until used. All procedures followed the guidelines approved by the Institutional Animal Care and Use Committee at the University of Texas Health Science Center at San Antonio.

### Microarray processing and analysis

Microarray processing was carried out at the National Institute on Aging, Gene Expression and Genomics Unit. RNA from frozen liver (25 mg), extracted from liver tissues (*N* = 11–12 mice; Supporting information) was then processed into cRNA probes for hybridization to arrays using Illumina Total RNA prep kit from Ambion (Live Technologies, Grand Island, NY, USA) following manufacturer’s protocols. Liver cRNA probes were then hybridized to Illumina Mouse Ref8 microarrays (V2.0; Illumina, San Diego, CA) following manufacturer’s protocol and arrays were scanned by iSCAN system (Illumina). iDAT data outputs from the iSCAN system were extracted by Genome Studios software (v 1.6; Illumina). Data were then transformed and normalized using log_2_ transformation and the z-normalization method as described by Cheadle *et al*. (2003). For statistical analysis, microarray data were processed using r (v 2.15.1; R Development Core Team, Vienna, Austria) using one-way ANOVA with pairwise comparisons. Multiple testing corrections were then applied to the data set using r package ‘*q* value’ (v 1.30.0, Dabney, A and Storey, J) to control for FDR. Principal component analysis was done using jmp genomics 5 (SAS, Cary, NC, USA). We identified differential expressions between treatment conditions using a FDR cutoff of *q* value < 0.05 in DR vs. AL, Rapa vs. AL, and RAPA + DR vs. AL, and had a median fold change > 15%. Further data analysis was done with the following comparisons: Rapa vs. DR and RAPA + DR vs. DR. Genes considered significantly changed were plotted in heatmap with average linkage hierarchical cluster and Euclidean distance using Matlab (2011a; The Mathworks, Natick, MA, USA). Pathway analyses were carried out using Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA, USA), which provided association of significantly changed genes into pathways.

### Metabolomics

Frozen liver tissues obtained from DR (*N* = 7), Rapa + DR (*N* = 9), AL (*N* = 10) and Rapa (*N* = 10) mice were analyzed for metabolite levels by Metabolon (Durham, NC, USA) using GC/MS and LC/MS/MS to identify metabolites using a library of over 1000 compounds and quantify the levels of the metabolites in the samples. Data were normalized by Metabolon and statistical analysis was done using ANOVA with pairwise comparisons. False discovery analysis was then applied to the dataset using r package ‘*q* value’ (v 1.30.0, Dabney, A and Storey, J). Metabolon imputed the data for metabolites that had samples that were not detected using the lowest detected data value available for that metabolite. We excluded all metabolites that had imputed value > 20% in the groups we analyzed for the pairwise comparisons. Statistical significance was indicated at *q*-value < 0.05 and fold change > 15%.

## Data deposition

Microarray data for this study has been deposited in Gene Expression Omnibus (GEO; GSE40977) and can be viewed at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE40977.

## Supporting Information

**Data S1** Methods.

**Fig. S1** mTOR signaling pathways have similar decrease in all three groups. **Fig. S2** Rapamycin levels in livers of Rapa and Rapa + DR mice. **Fig. S3** qRT-PCR of genes in the livers of female mice fed multiple doses of rapamycin. **Table S1** Both linear discrimination predictor and quadratic discriminant analysis show differences between Rapa and DR. **Table S2** Percent change in the transcriptome analysis using various filtering criteria. **Table S3** Caloric and diet composition of LabDiet 5LG6-JL diet. **Table S4** Genes potentiated by the combined treatment of rapamycin and dietary restriction. **File S1** File (SF1- Dataset.xls) containing data for significantly changed gene list, IPA pathways, pathway comparisons, and metabolites.

# Supplementary material for: Combined treatment of rapamycin and dietary restriction has a larger effect on the transcriptome and metabolome of liver
**Source:** Aging Cell. 2013 Dec 5;13(2):311–9. doi: 10.1111/acel.12175
**Supplement:** Supplementary file 1 — Data S1 Methods.

**Supplementary Methods:**

*mTOR Signaling*

Frozen liver tissue was homogenized in RIPA buffer (1× PBS, 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% SDS) supplemented with protease and phosphatase inhibitors (Roche, Indiana) using a Dounce homogenizer. Following homogenization, the homogenate was centrifuged at 4 °C, 12,000 x g for 10 min and the supernatant was collected. Samples were resolved by SDS–PAGE and followed by transfer to PDVF membrane. Western blot analysis was done using antibodies against the targeted proteins of interest: actin, S6 and phospho-S6 (Ser235/236) (Cell Signaling, Danvers, MA.). The ratio of phosopho-S6 levels to total S6 levels was used to assess mTOR signaling.

*Rapamycin levels in Liver tissue*

Rapamycin levels were measured in liver tissue by a HPLC system coupled to an AB Sciex API 3200 tandem mass spectrometer with turbo ion spray. Rapa and ASCO (internal standard) obtained from LC Laboratories (Woburn, MA) were used in the quantification of Rapa. Approximately 100 mg of samples and 0.1 mL of calibrator were mixed by sonification with 10 µL of 0.5 µg/mL ASCO and mixed with a solution containing 0.1% formic acid and 10 mM ammonium formate dissolved in 95% HPLC grade methanol. The samples were then vortexed and centrifuged at 15,000 *g* for 5 min at 23°C. Supernatants were then injected into the LC/MS/MS. The ratio of the peak area of Rapa to that of the internal standard ASCO (response ratio) for each unknown sample was compared against a standard curve using different concentrations of Rapa standard. The concentration of Rapa was expressed as pg/mg of liver tissue protein.

*RNA processing*

RNA from frozen liver (25 mg) was extracted from liver tissues (N=11 to 12 mice) using RNeasy kit (Qiagen, Valencia, CA) following manufacturer’s protocols. RNA concentration was determined by Nanodrop (Thermo Scientific, Wilmington, DE) and RNA quality was determined by agarose gel and Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA).

*Quantitative Real Time PCR (qRT-PCR)*

Total RNA was extracted from frozen liver tissues (25mg) using the RNeasy kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions and DNA contamination was removed by Turbofree DNase (Ambion, Inc., Foster City, CA). The RNA yield of each sample was determined spectrophotometrically, assuming that 1 optical density at 260 nm (OD260) unit = 40 mg/L. The quality of total RNA extracted from each sample was monitored by A260:A280 ratio and 1.0% agarose formaldehyde gel electrophoresis. One µg of RNA was used to generate cDNA using the Retroscript kit (Ambion, Inc., Foster City, CA). Primers were designed using Primer Express (Applied Biosystem, Inc., Foster City, CA) and Primer-BLAST (NCBI). Quantitative real-time RT-PCR (qRT-PCR) was performed using SYBR Green PCR Master Mix (Applied Biosystem, Inc., Foster City, CA) in a 96 well plate using *Gapdh* as a housekeeping control with detection by a 7500 Real-Time PCR Detection System (Applied Biosystem, Inc., Foster City, CA).

***Supplementary Figure 1: mTOR signaling pathways have similar decrease in all three groups.***

mTOR signaling was measured as pS6/total S6 in the liver of AL, Rapa, DR, and Rapa+DR mice as described by Fok, WC et al (2012). Representative western blot measuring phoso-S6, Total S6, and actin as a loading control are shown **(A)**. The pS6/total S6 levels were measured from the western blots and shown as a box and whisker plot, where the mean is the horizontal line in the box, the upper half of the box indicates the 75% quantile, while the lower half of the box indicates the 25% quantile **(B)**. The top bar indicates the maximum value and the bottom bar indicates the minimum value. The data were collected from 6 samples per group and was analyzed by one-way ANOVA followed by tukey post-hoc test. Significant p-values for the following pairwise comparisons are listed: p=0.0487 between Rapa and AL, p<0.001 between DR and AL, and p<0.001 between Rapa+DR and AL.

***Supplementary Figure 2: Rapamycin Levels in Livers of Rapa and Rapa+DR Mice***

Rapamycin levels were measured in the livers of Rapa (n = 23) and Rapa+DR (n = 25) mice, and the data are expressed as Rapa levels (pg) per mg of liver protein. The mean is marked with a red horizontal line and the bars indicate the standard error of the mean. The mean ± SEM for Rapa mice is 14.1 ± 0.9 and for Rapa+DR mice is 9.7 ± 1.0, and this difference is significant at the p=0.002 level.

***Supplementary Table 1: Both Linear discrimination predictor and Quadratic Discriminant Analysis show differences between Rapa and DR.***

The statistical comparison of the top 3 principal component was calculated using a Linear discrimination predictor **(A).** For the linear discrimination predictor, and AUC of 0.5 indicates no separation between groups), an AUC of 1 (perfect separation) between groups with the 95% confidence interval shown in parentheses: Rapa vs. AL, AUC of 0.8 (0.58,1.02); Rapa vs. DR and DR vs. AL, AUC of 1 (1,1); Rapa+DR vs. AL, AUC of 0.96 (0.88, 1.04); Rapa+DR vs. DR, AUC of 0.77 (0.56,0.97); and Rapa+DR vs. Rapa, AUC of 0.95 (0.85, 1.05). The parenthesis indicates a 95% confidence interval for each value. Quadratic discriminant analysis (B) with groups indicated at the top row and in parentheses are the total possible samples for that group. 

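A quadratic discriminant on the same 3 components, each mouse left out of the fit that predicted it, assigned 34 of 46 mice to their own group. Of the AL mice 8 of 11 were assigned to AL and 3 to Rapa. Of the Rapa mice 10 of 12 were assigned to Rapa and 2 to AL. Of the DR mice 7 of 11 were assigned to DR, 3 to Rapa + DR and 1 to Rapa, and of the Rapa + DR mice 9 of 12 to their group, 2 to DR and 1 to Rapa. With every mouse in the fit, 39 of 46 were assigned to their own group.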

The rows indicate the prediction from the analysis and in parentheses is the percentage of the predicted against total known.

***Supplementary Table 2: Percent change in the transcriptome analysis using various filtering criteria.***

Percentages of each respective bin of the venn diagram representation of the transcriptome analysis for filtering criteria of q<0.05 and 15%, 20%, or 30% change (Figure 2A-F) in DR vs. Rapa only for genes up-regulated **(A)** and down-regulated **(B)** and in the comparison of DR, Rapa, and Rapa+DR for genes up-regulated **(C)** and down-regulated **(D)**.

***Supplementary Figure 3: qRT-PCR of genes in the livers of female mice fed multiple doses of Rapamycin***

Gene expression was determined by qRT-PCR on representative genes for the following pathways: **(A)** ubiquitin pathway: *Flot1*, *Psmd9;* **(B)** circadian rhythm: *Clock, Bmal; and* **(C)** unfoldingprotein response: *Hspa9*, *Pdia4;* were determined in the livers of AL (solid bars), DR (open bars), and Rapa at different doses (gray bars) mice. The data were obtained from 8 female mice per group and expressed as mean  SEM. Data were analyzed using one-way ANOVA with the Tukey’s post-hoc test; an asterisk denotes those values that are significantly different (p≤0.05) from AL mice.

***Supplementary Table 3: Caloric and Diet Composition of LabDiet 5LG6-JL Diet.***

Diet composition is listed in percent of calories from carbohydrates, proteins, and fat **(A)** and percent composition of dietary carbohydrates, proteins, and fat **(B)**. This data was simplified from the Labdiet 5LG6-JL datasheet.

***Supplementary Table 4: Genes Potentiated by the Combined Treatment of Rapamycin and Dietary Restriction***

The percent of genes that were potentiated by Rapa+DR treatment but did not reach statistical significance in DR or Rapa treatments are shown. The data was obtained from the gene list (gene expression data set) considering the total number of genes significantly up or down-regulated only by DR+Rapa as 100% respectively.

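Table S4 sorts the genes that the paper called in the combination and in neither treatment alone by the direction of their change in each single treatment. Its classes are genes that move the same way in DR only, in Rapa only or in both. It has no class for neither, and the single changes did not reach the paper's threshold. The call in Rapa + DR and the directions in DR and Rapa use the same AL mice.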

***Supplementary File 1: File (SF1- Dataset.xls) containing data for significantly changed gene list, IPA pathways, pathway comparisons, and metabolites.***

**Tab1 (“Genes”):** A list of all genes significantly different (using criteria of q<0.05 and>15% change median) from AL is given in the same order from top to bottom as the gene hierarchical cluster from heatmap in Figure 3A. The group column indicates where the genes are found in the Venn diagram (Figure 2A and 2B). The genes found significant with filtering criteria of >30% change with q<0.05 and >15% change with q<0.001 (Figure 2C-2E) are shown in the “Significant in” columns. The median fold change is highlighted with red indicating significantly up-regulated genes, green for significantly down-regulated genes, and white for non-significant genes.

**Tab2 (“IPA-DR|AL”):** IPA pathways for genes significant in DR/AL with a p<0.05 in the Fisher’s exact test, ranked from lowest to the highest p-value.

**Tab3 (“IPA-Rapa|AL”):** IPA pathways for genes significant in Rapa/AL with a p<0.05 in the Fisher’s exact test, ranked from lowest to the highest p-value.

**Tab4 (“IPA-RDR|AL”):** IPA pathways for genes significant in Rapa+DR/AL with a p<0.05 in the Fisher’s exact test, ranked from lowest to the highest p-value.

**Tab5: (“Pathway Comparison”):** All the pathways that were analyzed by IPA in DR, Rapa, and Rapa+DR are shown together with * indicating pathways that are significantly changed at p<0.05.

**Tab6: (“Metabolites”):** A list of metabolites significantly different (using criteria of q<0.05 and >15% change) from AL is sorted from top to bottom in the order of Figure 5C and 5D.  The group column indicates where the metabolites are located in the venn diagram (Figure 5A and 5B).  The means of the data are highlighted with red indicating metabolites significantly increased, green for metabolites significantly decreased, and white for metabolites whose levels do not change significantly.

# Supplementary material for: Combined treatment of rapamycin and dietary restriction has a larger effect on the transcriptome and metabolome of liver
**Source:** Aging Cell. 2013 Dec 5;13(2):311–9. doi: 10.1111/acel.12175
**Supplement:** Supplementary file 2 — Fig. S1 mTOR signaling pathways have similar decrease in all three groups. Fig. S2 Rapamycin levels in livers of Rapa and Rapa + DR mice. Fig. S3 qRT-PCR of genes in the livers of female mice fed multiple doses of rapamycin. Table S1 Both linear discrimination predictor and quadratic discriminant analysis show differences between Rapa and DR. Table S2 Percent change in the transcriptome analysis using various filtering criteria. Table S3 Caloric and diet composition of LabDiet 5LG6-JL diet. Table S4 Genes potentiated by the combined treatment of rapamycin and dietary restriction. File S1 File (SF1- Dataset.xls) containing data for significantly changed gene list, IPA pathways, pathway comparisons, and metabolites.

## Slide 1

B
A
AL
Rapa+DR
Rapa
DR
pS6
S6
Actin
Fok et al., Supplementary Figure 1

## Slide 2

Fok et al., Supplementary Figure 2

## Slide 3

| Quadratic Discriminant Analysis | | | | |
| --- | --- | --- | --- | --- |
| | AL (11) | DR (11) | Rapa (12) | Rapa+DR (12) |
| AL | 8 (73%) | 0 (0%) | 2 (17%) | 0 (0%) |
| DR | 0 (0%) | 7 (64%) | 0 (0%) | 2 (17%) |
| Rapa | 3 (27%) | 1 (9%) | 10 (83%) | 1 (8%) |
| Rapa+DR | 0 (0%) | 3 (27%) | 0 (0%) | 9 (75%) |
Fok et al., Supplementary Table 1

## Slide 4

B. %Down-regulated
A. %Up-regulated
| | DR | Shared | Rapa |
| --- | --- | --- | --- |
| 15% (q<0.05) | 22.5% | 9.1% | 68.4% |
| 20% (q<0.05) | 22.2% | 7.3% | 70.6% |
| 30% (q<0.05) | 30.4% | 5.8% | 63.8% |
| 15% (q<0.001) | 56.3% | 5.4% | 38.4% |
| | DR | Shared | Rapa |
| --- | --- | --- | --- |
| 15% (q<0.05) | 59.1% | 25.6% | 15.3% |
| 20% (q<0.05) | 63.6% | 24.5% | 11.9% |
| 30% (q<0.05) | 70.8% | 20.4% | 8.8% |
| 15% (q<0.001) | 61.0% | 15.6% | 23.4% |
C. %Up-regulated
| | DR | Rapa | RDR | DR, Rapa | Rapa, Rapa+DR | DR, Rapa+DR | All 3 |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 15% (q<0.05) | 9.7% | 3.8% | 35.4% | 0.2% | 6.1% | 28.5% | 16.3% |
| 20% (q<0.05) | 9.8% | 3.2% | 31.9% | 0.2% | 4.9% | 33.5% | 16.5% |
| 30% (q<0.05) | 11.6% | 3.0% | 29.2% | 0.3% | 3.3% | 38.6% | 14.1% |
| 15% (q<0.001) | 3.1% | 3.6% | 57.2% | 0.2% | 6.4% | 23.0% | 6.5% |
D. %Down-regulated
| | DR | Rapa | RDR | DR, Rapa | Rapa, Rapa+DR | DR, Rapa+DR | All 3 |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 15% (q<0.05) | 1.4% | 26.6% | 48.6% | 0.3% | 8.5% | 10.1% | 4.4% |
| 20% (q<0.05) | 1.7% | 41.0% | 31.1% | 0.2% | 7.6% | 13.6% | 4.8% |
| 30% (q<0.05) | 1.3% | 38.1% | 32.6% | 0.0% | 4.9% | 19.2% | 3.9% |
| 15% (q<0.001) | 1.3% | 12.9% | 58.3% | 0.1% | 3.1% | 22.1% | 2.1% |
Fok et al., Supplementary Table 2

## Slide 5

A
B
4.00
*
*
3.00
Fold Change
2.00
1.00
0.00
flot1
psmd9
3.00
2.00
Fold Change
1.00
*
*
0.00
clock
bmal
C
AL
DR
Rapa
Rapa-40%
Rapa-60%
Rapa-3X
Fok et al., Supplementary Figure 3

## Slide 6

A
| Calories provided by: | |
| --- | --- |
| Carbohydrates | 65.43% |
| Protein | 22.38% |
| Fat | 12.19% |
B
| Diet Composition | |
| --- | --- |
| Carbohydrates | 55.50% |
| Starch | 40.70% |
| Surcose | 0.58% |
| Fructose | 0.19% |
| Glucose | 0.16% |
| Protein | 19.00% |
| Glutamic Acid | 4.35% |
| Aspartic Acid | 1.77% |
| Leucine | 1.52% |
| Alanine | 1.12% |
| Arginine | 0.99% |
| Lysine | 0.93% |
| Serine | 0.93% |
| Glycine | 0.92% |
| Valine | 0.88% |
| Isoleucine | 0.83% |
| Phenylalanine | 0.83% |
| Methionine | 0.73% |
| Threonine | 0.66% |
| Tryosine | 0.54% |
| Histidine | 0.43% |
| Cystine | 0.25% |
| Tryptophan | 0.22% |
| Taurine | 0.03% |
| Fat | 10.20% |
| Linoleic Acid | 2.07% |
| Monosaturated Fatty Acids | 1.04% |
| Saturated Fatty Acids | 1.01% |
| Omega-3 Fatty Acids | 0.33% |
| Linolenic Acid | 0.23% |
| Arachidonic Acid | 0.01% |
Fok et al., Supplementary Table 3

## Slide 7

| % Genes potentiated by the combined treatment (DR+Rapa) | | | | | |
| --- | --- | --- | --- | --- | --- |
| % Downregulated genes | | | % Upregulated genes | | |
| DR only | Rapa only | both | DR only | Rapa only | both |
| 4.6 | 59.8 | 35.6 | 88.3 | 0 | 11.7 |
Fok et al., Supplementary Table 4

## Slide 8

In “SF1- Dataset.xls”
Tab1- Genes
Tab2- IPA for DR/AL
Tab3- IPA for Rapa/AL
Tab4- IPA for RDR/AL
Tab5- Pathway Comparison
Tab6- Metabolites
Fok et al., Supplementary File 1

How the deposited data were processed for this re-analysis (not part of the article)

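Liver RNA of 46 male C57BL/6 mice was measured on Illumina Mouse Ref8 v2.0 arrays, 1 array per mouse, in 4 groups: 11 AL, 11 DR, 12 Rapa and 12 Rapa + DR. Diets ran for 6 months, from 2 to 8 months of age. The authors read the arrays with Genome Studio, took the log2 signal, subtracted the array's mean over all probes and divided by the array's SD, so each deposited value is a z score of the authors, and an array's scores have a mean of 0 and an SD of 1. Detection p-values and signals before normalization fill 92 further columns, which carry sample numbers and no group, and they were not used here.

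The scanner's signals have a fixed number of decimals, so the SD of each array's log2 signals was recovered as the value for which the z-scores, multiplied by it and raised from log2, are evenly spaced. This gave a signal on each array for each probe, and the level and SD of each array. For the reported values the z-scores were multiplied by the mean of the 46 SDs (1.337) and the mean log2 signal of all arrays was added. The authors' normalization was therefore kept, and a change is a log2 change in signal at a common spread. No background was subtracted. Because a dim probe carries background in its signal, its log2 change understates the change in RNA, and the 46 arrays set the precision, with no replicate arrays of a mouse.

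Probes at background were left out. On each array the mode of the dim signals and the spread below it gave a background distribution, and a probe counted as above background where its signal passed the upper tail of 0.02. The 15030 probes above background on at least 1 array were tested, 11865 probes were above it on 6 or more arrays and 6972 on every array. This limit stands in for the detection p-value and was chosen once the values were known and before any group was compared. Of the probes on the table 23978 carry 1 gene symbol and 1719 carry none, with 16593 different symbols. For gene lists and named genes the probe with the highest mean stood for a gene.

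Groups were compared with limma 3.58.1 in R 4.3.3 by lmFit and eBayes, with 1 mean per group and 1 spread per probe shared by the 4 groups. The comparisons were DR, Rapa and Rapa + DR each against AL, Rapa + DR against DR and against Rapa, DR against Rapa, and the interaction, which is the effect of rapamycin in DR mice minus that in AL mice. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a difference of group medians over 15%, the thresholds of the paper, with stricter thresholds of 30% and 0.001. An interaction was called on adjusted p alone. There were 48 lists of pathways, complexes and cell markers. They were written from the pathways and genes that the paper names, known liver biology of restricted feeding and markers of other cell types. Lists on what the paper reports are thus not independent of these arrays. Camera tested whether the genes of a list moved against the other genes, with its preset correlation of 0.01. It was run again with a correlation estimated from the arrays, and fry was run beside it. p-values of lists were adjusted over the lists tested in a comparison.

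Principal components were taken of the tested probes, centred. On the first 3, a linear discriminant for each pair of groups gave the area under the ROC curve (pROC 1.19.0.1, 95% intervals by the DeLong method), and a quadratic discriminant (MASS 7.3.60.0.1) assigned mice to groups, each mouse left out of the fit that predicted it. Permutation tests used 100000 resamples. Each count of called probes was set against 100 splits of the mice into groups of the same sizes, the real one included. For the overlap of comparisons that use the same AL mice, the AL arrays were also parted by odd and even number. On simulated data, 50 probes of the table per known fold were changed in DR against AL. Of these 68% were called at a fold of 1.2, 98% at 1.5, 98% at 2 and 100% at 4, with 7 calls among unchanged probes. The simulated noise was independent between probes, unlike that of the real arrays. The 7 calls therefore do not measure false calls on the real arrays. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9, and matrixStats 1.5.0, were also used.

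Genes were named by a rule. For DR, Rapa and Rapa + DR against AL these are the 10 called genes with the largest increase and the 10 with the largest decrease that lie above background on every array of at least 1 group, and for Rapa + DR against DR and for the interaction 5 each way. Each list adds up to 4 called members with the largest change or, where none was called, the 2 with the lowest p, and genes that the paper names were included where they were analysed and have a tested probe. Values in the paper's text had been read when the rule was written.

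The comparisons, tests, thresholds, gene lists, the rule for named genes and the following alternatives were set before the data were examined: quantile normalization; arrays centred and not divided by their SD; no filter on dim probes; 1 probe per gene; pairwise t-tests on a pooled spread with Storey's q-value, as in the paper's methods; group means in place of medians; medians of the linear signal; limma's array weights; the sample number as a replicate block; 2 groups in each fit; each probe scaled to unit variance before the components; and predictions of mice kept in the fit. Alternatives added later, after seeing the data, were a filter of 6 or more arrays above background, normexp background correction (offset 16) with quantile normalization, the array SD or the background level as a covariate, the methods' t-test with Benjamini-Hochberg, the t-test and q-value together with medians of the linear signal and no filter, and a fit without the 5 arrays whose weight lay under 0.5 (AL 3, Rapa 2, Rapa 4, Rapa 11 and Rapa + DR 8). Not run were limma's neqc and a filter on detection p, which need the detection p-values, and the slide as a block, since no slide is given with the z-scores. The z-scores themselves were planned as an alternative to the signals before normalization and became the values reported. In the settings with medians of the linear signal, the median difference came from the recovered signals without normalization of the arrays. The test there still used the normalized values.

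The sample numbers of the labels do not pair mice across groups. Over 67 pairs of arrays with the same number in different groups, the deviations from the group means had a mean correlation of -0.00889, against 0.00282 for arrays with different numbers, and 4 of 46 arrays correlated best with an array of their own number. Pathway results of the paper that rest on commercial software, its comparison with published gene sets, and its measures other than the liver arrays were not analysed here.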

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

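Tests chosen only after the result was seen are the permutation test of the endoplasmic reticulum chaperones, the count of cell marker lists for the clock genes and the comparison of Rapa + DR with DR for the clock genes, along with the settings of 6 arrays above background, the background covariate and, apart from the chaperones, the fit without arrays of low weight.

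Rapamycin raised the genes of endoplasmic reticulum chaperones and the unfolded protein response in mice fed AL and not in mice on DR, a difference between the 2 effects of rapamycin of -0.26 (median log2 interaction, adjusted p = 4.98e-08 from camera and adjusted p = 0.11 with an estimated correlation). Without the 5 arrays of low weight the median was -0.32 (adjusted p = 2.09e-08 from camera). Those arrays were picked over all probes, and Rapa 3, with the highest list mean at 10.076, was kept. So this refit cannot decide whether a few arrays that stand apart made the difference. The list mean lay above the AL median in all 12 Rapa mice, so the rise in Rapa did not rest on a few of them. Each array's scores on the 2 main axes of spread within DR and Rapa + DR were then used as covariates. The median was -0.24 (adjusted p = 6.23e-06 from camera), so these axes did not account for its size. Axes within AL and Rapa were not tried, and the scores also take up spread within groups, which can lower the p-value. That the response to rapamycin may depend on feeding stays open too. The 2 effects on the list mean per mouse differed by -0.37 over 46 mice (2-sided permutation p = 0.00011). This is a hypothesis found and tested on the same arrays, and the design does not part food intake from body weight or from the hour of the last meal. Nor does it part diet from the dose of rapamycin. The paper's supplement reports a lower level of the drug in livers of Rapa + DR than of Rapa mice. Its main text calls these levels not significantly different.

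The change of Rapa against AL was set against the 2 main axes of spread among arrays within DR and Rapa + DR, which hold 47.9% of the variance within those groups. If that spread were the source, calls would fall once the scores were covariates. With them 2502 probes were called, 119% of the 2103 called without them, and 1919 were called both ways in the same direction. That cannot decide the source, because the scores also take up spread within groups, which can raise calls. Calls rose to 138% in DR against Rapa, 152% in Rapa + DR against DR and 425% for the interaction. They fell to 92.5% in Rapa + DR against AL. Of the squared Rapa change 8.77% lay along these axes, and axes within AL and Rapa were not tried for it. A response to rapamycin stays open as a hypothesis. Chance is argued against as the source of the 2502 calls, since the highest count among the other 99 of 100 splits with the scores as covariates was 1466.

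Clock genes and outputs, of which the paper names Clock and Bmal in a supplementary figure and no others, shifted in DR (median 0.42) and in Rapa + DR (median 0.62) against AL by camera, with adjusted p = 0.109 and adjusted p = 0.231 with an estimated correlation. An axis of spread among arrays is argued against by a median of 0.40 (adjusted p = 0.000177) with the scores as covariates. A change in the mix of cells should make cell marker lists pass in DR. By camera 0 of 9 passed, with 0 at an unadjusted p under 0.05 and 0 by fry. Single markers were called, such as Alas2 (-1.04 ± 0.13), Tm4sf4 (0.84 ± 0.16) and Clec4f (-0.54 ± 0.13), so a change in the mix cannot be excluded. The time of feeding, or of tissue collection relative to the meal, cannot be told apart from the diet, because DR food was given once a day at 3 pm and AL food was always present. Rapa + DR and DR mice shared that schedule and their difference over the list was not called (median 0.064, adjusted p = 0.184), though Nr1d1 (-0.80 ± 0.22) and Nr1d2 (0.41 ± 0.12) were called in opposite directions, which leaves it open.

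The effect of rapamycin differed between AL and DR mice for 363 probes by the interaction term. The highest of the other shuffles among 100 gave 1 probe. These shuffles mixed the labels of all groups, so the effects of DR and of Rapa themselves went into the spread within groups, which lowers the shuffled counts. They test for any effect of treatment and cannot decide whether chance gave the interaction calls. By the same term, 4 more lists differed: branched-chain amino acid degradation by 0.11 (adjusted p = 0.0476, and adjusted p = 0.11 with an estimated correlation), cytosolic ribosomal proteins by -0.14 (adjusted p = 0.0234, and adjusted p = 0.873 with an estimated correlation), fatty acid and triacylglycerol synthesis by 0.17 (adjusted p = 0.0476, and adjusted p = 0.873 with an estimated correlation) and gluconeogenesis by 0.22 (adjusted p = 0.0476, and adjusted p = 0.456 with an estimated correlation). With array weights and without arrays of low weight these 4 no longer passed, the first and the last 2 also not with 6 arrays above background or the background covariate, and the ribosomal list not with centring without the SD.

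Among the genes named by the rule, rapamycin acted more upward in DR than in AL mice on Cyp2b10 (1.33 ± 0.29, adjusted p = 0.0114), Gstt3 (0.98 ± 0.21, adjusted p = 0.0106), Serpina6 (0.91 ± 0.23, adjusted p = 0.0249), Sardh (0.88 ± 0.18, adjusted p = 0.00599) and Gsta2 (0.86 ± 0.25, adjusted p = 0.0497). It acted more downward in DR than in AL mice on Creld2 (-1.34 ± 0.38, adjusted p = 0.0423), H2bc7 (-1.16 ± 0.30, adjusted p = 0.0287), Cyp51 (-1.06 ± 0.28, adjusted p = 0.0341), Atp5pb (-1.01 ± 0.27, adjusted p = 0.0333) and H2bc9 (-1 ± 0.28, adjusted p = 0.0473).

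Lists of genes that the paper does not discuss, past the threshold against AL by camera, were in DR cytosolic ribosomal proteins (median 0.24, 9 of 11 mice), fatty acid oxidation, ketogenesis and PPAR alpha targets (0.14, 11 of 11 mice), interferon-stimulated genes (-0.11, 10 of 11 mice) and male-biased liver genes (-0.55, 11 of 11 mice). In Rapa + DR the male-biased genes passed (-0.84, 12 of 12 mice), and in Rapa the markers of Kupffer cells and macrophages (-0.16, 9 of 12 mice). None of these 6 passed with an estimated correlation, with adjusted p from 0.343 to 0.823. The interferon list no longer passed with centring without the SD, without the filter, with array weights or without arrays of low weight, and the Kupffer cell list with the background covariate.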

How the results depend on the processing

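The filter of 6 arrays above background, normexp with quantile normalization, the array SD and background covariates, the t-test with Benjamini-Hochberg, the joint setting of t-test, q-value, linear medians and no filter, and the fit without arrays of low weight are tests chosen after seeing the data. Values reported elsewhere stand in parentheses, and except where a setting's construction is named the cause was not tested.

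Of 2400 list results under 10 settings 2222 stayed on their side of the threshold, 122 came to pass it, 46 no longer passed and 10 reversed, having passed on at least 1 side. For named genes the numbers are 7682, 205, 466 and 7 of 8360. Among those that stayed, 275 list medians and 117 gene changes took the other sign without passing in either setting. Of 776 counts 637 stayed within 1.5 times, and of 42 areas under the ROC curve 41 moved by less than their interval. At camera's preset correlation these lists passed on 1 side in each of the 10 settings, and in the reported setting none passed with an estimated correlation (adjusted p from 0.069 to 0.762): circadian clock in DR (0.36 to 0.58) and Rapa + DR (0.54 to 0.88), ribosomal proteins in DR (0.12 to 0.46), male-biased genes in DR (-0.59 to -0.25) and Rapa + DR (-0.98 to -0.43), endoplasmic reticulum chaperones in Rapa (0.25 to 0.35) and in the interaction (-0.38 to -0.24), and ubiquitin conjugation in Rapa (0.078 to 0.16). Counts of probes with an interaction ranged from 52 to 1599 (363).

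The balance of higher and lower calls depends on the scaling. Higher calls made up 62.9% in DR, 59.7% in Rapa and 64% in Rapa + DR; 49.6%, 51.2% and 50.3% with quantile normalization; 79%, 65.4% and 75.8% with arrays centred and not divided by the SD; and 85.2%, 49.7% and 64.1% with linear medians. In each setting the median fitted change of all probes lay within 0.1 of 0. With linear medians the fit still used the normalized values, and the median difference came from signals without normalization of the arrays. There the fitted median does not show whether those signals shifted as a whole.

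Quantile normalization gave 116 lower in Rapa + DR against DR (50), 533 lower shared by DR and Rapa (303), 677 interactions (363) and hepatocyte markers in Rapa + DR at 0.18 (-0.37).

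Arrays centred and not divided by the SD gave 480 lower in DR (935), 454 lower in Rapa (848), 4 lower in Rapa + DR against DR (50), 2707 higher in Rapa + DR against Rapa (1691), 1554 higher and 386 lower in DR against Rapa (983 and 635), 73 lower shared (303), or 8.48% (20.5%), 39.1% of lower calls in Rapa + DR alone (23.6%) and 52 interactions. Reversed here were glutathione genes in DR, 0.17 (-0.028), and Rapa + DR, 0.29 (-0.012), hepatocyte markers in DR, 0.18 (-0.23), and Rapa + DR, 0.38 (-0.37), and P450 genes in Rapa + DR, 0.27 (-0.021). In Rapa + DR the genes Apoa1, 0.056 (-0.73), Apoc3, 0.078 (-0.68), Cd81, 0.13 (-0.39), Clec4g, 0.031 (-0.37), and Hpx, 0.038 (-0.72), and in DR Lamp1, 0.011 (-0.37), and Prdx1, 0.33 (-0.11), reversed.

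Without the filter 27 were lower in Rapa + DR against DR (50), and fatty acid oxidation in Rapa + DR stood at -0.0063 (0.12). With 1 probe per gene, 823 were higher in Rapa (1255) and 467 higher were shared (705), since fewer probes are tested. The t-test with q-value gave 606 interactions. Linear medians gave 328 lower in DR (935), 161 higher and 94 lower in Rapa + DR against DR (271 and 50), 422 lower in Rapa + DR against Rapa (873), 182 lower in DR against Rapa (635), 106 lower shared (303), or 9.19%, and 935 lower in Rapa + DR alone (457), or 44.8%. Array weights gave 416 higher and 107 lower in Rapa + DR against DR, 455 lower shared and 1599 interactions. With the replicate block, which spends degrees of freedom on sample numbers, 25 were lower in Rapa + DR against DR (50). With probes scaled to unit variance the area for Rapa and DR was 0.909 (1).

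Normexp with quantile normalization gave 1700 lower in DR (935), 1522 in Rapa (848), 2799 in Rapa + DR (1449), 167 in Rapa + DR against DR (50), 1756 in Rapa + DR against Rapa (873), 1023 in DR against Rapa (635), 656 shared (303) and 968 in Rapa + DR alone (457), with 701 interactions and hepatocyte markers in Rapa + DR at 0.20 (-0.37). The array SD as a covariate gave 99 lower in Rapa + DR against DR, 866 interactions, and hepatocyte markers at 0.29 in Rapa + DR (-0.37) and 0.078 against DR (-0.019). The background level gave 523 higher and 82 lower in Rapa + DR against DR, 645 higher in DR against Rapa (983) and 661 interactions. The joint setting gave 325 lower in DR (935), 3885 in Rapa + DR (1449), 148 higher and 118 lower in Rapa + DR against DR, 485 lower in Rapa + DR against Rapa (873), 182 lower in DR against Rapa, 93 lower shared, or 8.56%, and 3391 lower in Rapa + DR alone (457), or 75.7%. Without arrays of low weight 472 were higher in Rapa + DR against DR (271), with 1039 interactions.

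Limma's neqc, filters on detection p and the slide block were not run. Signal over background limits dim probes: 6972 of the 15030 tested lay above it on every array, and changes of the others are understated.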

Differences from the paper's values

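Of 44 values compared with the paper's, 15 differ by more than 1.5 times. The paper speaks of genes or of transcripts, and the values here count probes unless genes, meaning distinct gene symbols, are named. Of the alternatives, normexp with quantile normalization, the t-test with Benjamini-Hochberg, the fit without arrays of low weight, the array SD and background covariates, the filter of 6 arrays and the joint setting (t-test, q-value, linear medians and no filter) are tests chosen after seeing the values.

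The paper's count of genes higher in Rapa is 783, and 1255 probes were found here, of 993 genes, and the number of genes lies within 1.5 times of the paper's. Of the 10 alternatives for counts that were set before the data were examined, 5 come within 1.5 times of it (arrays centred and not divided by the SD, no filter, 1 probe per gene, linear medians, 2 groups in the fit) and quantile normalization, t-test with q-value, mean change, array weights and replicate block do not. The joint setting, chosen after seeing the values, also does. The paper's count of genes lower in DR is 256, and 935 probes of 778 genes were found here, 328 probes with linear medians, the 1 of those 10 within it, and 325 with the joint setting, chosen after seeing the values.

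Lower in both DR and Rapa the paper has 74, or 9% of those lower in either, and here there were 303 probes, or 20.5%, and 268 genes, or 22.0%. At a median change over 30% the paper's share is 5.8% and the share here 12.5% of probes and 13.6% of genes. Lower in all 3 comparisons are 69 in the paper and 281 probes or 248 genes here. For these 4 values the arrays centred and not divided by the SD and the linear medians come within 1.5 times of the paper's and the other 8 of the 10 do not; the joint setting, chosen after seeing the values, does. For the higher ones shared at a change over 30%, the paper gives 20.4%, and 33.0% of probes and 34.5% of genes were found here, with the same 2 and the 2 groups in the fit within, the other 7 not, and the joint setting, chosen after seeing the values, within.

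At an adjusted p under 0.001 the paper has 899 genes changed in DR or Rapa, and 1362 probes were found here, or 1102 genes, which lies within 1.5 times. Within, for probes, are arrays centred and not divided by the SD, no filter, 1 probe per gene, linear medians, replicate block and 2 groups in the fit, and outside are quantile normalization, t-test with q-value, mean change and array weights. The t-test with Benjamini-Hochberg and the joint setting, both chosen after seeing the values, are within.

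Lower in Rapa + DR alone are 767 in the paper, or 49% of those lower in any comparison, and here 457 probes, or 23.6%, and 370 genes, or 23.3%. Counted as genes, 673 were higher in Rapa + DR alone against the paper's 1049, and 8.22% of the lower ones were shared at an adjusted p under 0.001 against the paper's 5.4%, 2 values that lie within 1.5 times as probes, 913 and 7.27%, and not as genes. Within for both values are arrays centred and not divided by the SD and linear medians, and quantile normalization for the number; the other 7 of the 10 are outside for both. Normexp with quantile normalization, chosen after seeing the values, is within for the number. Of 50 calls made here on genes the paper names, arrays centred and not divided by the SD drop 12, linear medians 9, 1 probe per gene 8, quantile normalization, no filter and 2 groups in the fit 4 each, array weights and the replicate block 3 each, and the t-test with q-value and the mean change 0. Of the settings chosen after seeing the values, the joint setting drops 10, the array SD covariate 5, the background level 4, normexp with quantile normalization and the fit without arrays of low weight 3 each, the t-test with Benjamini-Hochberg 1 and the filter of 6 arrays 0.

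For probes called in Rapa + DR alone, the paper's Table S4 divides them by the side of DR and Rapa. Of the higher probes the paper has DR alone on that side for 88.3% and both for 11.7%, and here it was 23.7% and 73.2%. Of the lower probes the paper has DR alone for 4.6%, Rapa alone for 59.8% and both for 35.6%, and here it was 16.2%, 1.75% and 81.4%. None of the 10 alternatives set before the data were examined, nor those chosen after seeing the values, came within 1.5 times of these 5 values.

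The paper states that DR and Rapa share less than 20% of their transcripts. Here 27.9% of the probes called in either were shared, 20.4% with arrays centred and not divided by the SD and 20.0% with linear medians, and 19.7% with the joint setting, chosen after seeing the values. At an adjusted p under 0.001 the share was 12.0%. The paper has Rapa acting more on transcripts that go down than DR does. Higher calls made up 59.7% here in Rapa and 62.9% in DR. With linear medians, taken on signals without normalization of the arrays, these were 49.7% and 85.2%. The paper's text and its Fig. 2 legend give different q thresholds for the same stricter comparison.

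The paper lists antioxidant genes raised by DR and not by Rapa. Of its list, here Sod2 (log2 change of 0.12 in DR), Cat (0.35), Prdx1 (-0.11), Prdx2 (0.26), Prdx4 (0.13), Hmox1 (0.08) and Hmox2 (0.23) were not called in DR, Prdx3 was called in DR (0.57) and in Rapa (0.82), and Cat was called in Rapa (0.56). Arrays centred and not divided by the SD call Sod2, Cat, Prdx1, Prdx2, Prdx4 and Hmox2 higher in DR and do not call Cat in Rapa. Quantile normalization calls Cat, Prdx2 and Prdx4 in DR, array weights and the t-test with q-value call Cat and Hmox2, and 2 groups in the fit call Hmox2. Normexp with quantile normalization, chosen after seeing the values, calls Cat, Prdx2 and Prdx4, and the filter of 6 arrays, the array SD covariate and the fit without arrays of low weight, chosen after seeing the values, call Cat, the last of them Hmox2 too.

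The paper has mitochondrial genes raised by DR and not by Rapa. Surf1 was (0.31 in DR), and Dld was not called in DR (0.17) except with array weights. The lists of complex I (0.11 in DR, adjusted p = 0.173), complexes II to IV (0.057, adjusted p = 0.0749), ATP synthase (0.084, adjusted p = 0.345) and pyruvate dehydrogenase and TCA cycle (0.035, adjusted p = 0.598) did not pass here. Complex I and complexes II to IV pass in DR with quantile normalization, with arrays centred and not divided by the SD and without the filter, ATP synthase with quantile normalization and with arrays centred and not divided by the SD, and pyruvate dehydrogenase and TCA cycle with the latter. Normexp with quantile normalization, chosen after seeing the values, passes the first 3, and the array SD covariate, chosen after seeing the values, complexes II to IV.

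The paper has both treatments raising proteasome subunits, Rbx1, Hsp90 and Atg12. A probe of Psmd7 (0.32 and 0.42) and a probe of Psmd10 (0.23 and 0.27), chosen after their values were seen, were called higher in DR and Rapa, while the brightest probe of each was called in neither. Psmd9 (0.20 in DR and -0.09 in Rapa) was called in neither, and in DR with the t-test and q-value, with array weights and, chosen after seeing the values, without arrays of low weight. Rbx1 was called in neither DR (0.25) nor Rapa (-0.00) under any setting run, Hsp90aa1, whose probe lay above background on 5 of 46 arrays and is too dim to decide, in neither (-0.07 and 0.00), and Hsp90b1 (0.54) and Atg12 (0.34) in Rapa and not in DR (-0.09 and 0.18); array weights call Atg12 in DR. Hspa9, another heat shock protein, was called in neither (0.25 and 0.19), and in DR with quantile normalization, arrays centred and not divided by the SD, array weights and, chosen after seeing the values, normexp, both covariates and the fit without arrays of low weight, the last of which calls it in Rapa too. The paper has glutathione transferases such as Gstm2 lowered by Rapa, and Gstm2 was not called lower under any setting run (-0.21 in Rapa), while Gstt3, also in its list, was (-0.57). The paper's heatmaps have few Rapa mice with the decreases of DR, and probes called lower in DR against the odd AL arrays lay below the median of the even AL arrays in a mean of 69.5% of Rapa mice and 95.8% of DR mice, and 69.5% and 92.9% with the parts exchanged. Lying below a median asks less than a decrease seen in a heatmap. Every Rapa mouse lay below the median of all AL mice in 19.0% of the 935 probes lower in DR, against 71.7% for DR mice.

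The paper names Tcn2, Srxn1 and CD81 as genes that appear in the combination alone. Here Tcn2 was called in Rapa (-0.34) and not in Rapa + DR, where arrays centred and not divided by the SD (not calling it in Rapa), the t-test with q-value, array weights and, chosen after seeing the values, the joint setting and the fit without arrays of low weight call it. Srxn1 (-0.27) and Cd81 (-0.45) were called in DR too. In the combination alone, Srxn1 is called with arrays centred and not divided by the SD, no filter, linear medians, replicate block and 2 groups in the fit, and Cd81 with linear medians, and both with the joint setting, chosen after seeing the values. The paper reports pathways of interleukin 15, oncostatin M and acetate conversion changed by Rapa, and Il15 (0.01), Osm (-0.07), Osmr (0.13) and Acss1 (0.02) were not called in Rapa under any setting run. The probes of Osm, Osmr and Acss1 lay above background on 1, 21 and 11 of 46 arrays, so a change in these genes would be understated or missed. The paper's own gene sets for these pathways were not used here.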

Other observations

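Some sex-biased and growth hormone genes of the liver were called in DR, while neither the female-biased nor the growth hormone list passed by camera. In this part, tests chosen only after the result was seen are the relation of components to the array SD and, for lists and genes, normexp with quantile normalization, the array SD and background covariates, the filter of 6 arrays and the fit without arrays of low weight. Mice beside a list are those whose list mean lies on its side of the AL median. Besides the male-biased genes, of 21 female-biased genes 7 were higher and 2 lower in DR (median log2 change of 0.017, adjusted p = 0.125, 11 of 11 mice), and 7 were higher and 2 lower in Rapa + DR (median log2 change of 0.071, adjusted p = 0.177, 12 of 12 mice); camera did not call the list and fry did (adjusted p = 0.0175 and 0.000993). Centring without the SD and leaving out the filter turned both medians below 0, and quantile normalization made the list pass in DR, and normexp in both. In Rapa 0 were higher and 3 lower (median log2 change of -0.043, adjusted p = 0.388, 10 of 12 mice). Socs2, a feedback inhibitor of growth hormone signalling, rose in DR (1.09 ± 0.32, adjusted p = 0.00933, 11 of 11 mice), while Ghr, the growth hormone receptor (-0.44 ± 0.10), and Stat5a, its transcription factor (-0.42 ± 0.07), fell. Igfals, which carries IGF-1 in blood, was lower in Rapa (-0.42 ± 0.14) and in Rapa + DR (-0.68 ± 0.14), and Igf1 was not called. Calls of Ghr and of Igfals in Rapa were lost with quantile normalization, centring without the SD and normexp, and that of Igfals in Rapa + DR with centring. The growth hormone and IGF-1 list did not pass in DR (median log2 change of 0.035, adjusted p = 0.613, 10 of 11 mice).

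Genes of sterol, bile acid and glucose metabolism and of the acute phase moved in part, with none of these lists past the threshold by camera against AL, and with centring without the SD the medians of cholesterol synthesis in DR and of the acute phase genes in DR and Rapa + DR turned to 0.020, 0.019 and 0.0017. Of 18 genes of cholesterol synthesis 4 were higher and 0 lower in Rapa (median log2 change of 0.12, adjusted p = 0.165, 10 of 12 mice), among them Sqle (0.80 ± 0.19) and Nsdhl (0.50 ± 0.17), and 2 higher and 5 lower in DR (median log2 change of -0.095, adjusted p = 0.272, 9 of 11 mice), while Hmgcs1 (-1.35 ± 0.19) and Mvd (-1.38 ± 0.17) fell in Rapa + DR. Cholesterol synthesis passed in Rapa without the filter. In DR Abcg5, a sterol exporter (1.09 ± 0.15), and Cyp7a1, the first enzyme of bile acid synthesis (0.92 ± 0.32), rose, and in Rapa + DR Cyp8b1, which sets the mix of bile acids, fell (-1.19 ± 0.22). In Rapa Abcb11, the bile salt export pump, rose (0.55 ± 0.16). Of 14 genes of gluconeogenesis 5 were higher and 1 lower in DR (median log2 change of 0.0046, adjusted p = 0.398, 10 of 11 mice), and 0 higher and 3 lower in Rapa (median log2 change of -0.10, adjusted p = 0.239, 11 of 12 mice), with Pcx, pyruvate carboxylase, at -0.41 ± 0.08. Of 22 acute phase genes 0 were higher and 7 lower in Rapa + DR (median log2 change of -0.36, adjusted p = 0.177, 12 of 12 mice), among them Hp (-0.91 ± 0.28) and Orm1 (-0.74 ± 0.24), and 0 higher and 3 lower in DR (median log2 change of -0.39, adjusted p = 0.0587, 11 of 11 mice), where the list passed with array weights, the filter of 6 arrays and without arrays of low weight. Gluconeogenesis passed in DR with centring. Calls of Hp and Orm1 were lost with centring and the array SD covariate, that of Orm1 also with quantile normalization and normexp, that of Nsdhl with these 2, without the filter and with the background covariate, that of Cyp7a1 without the filter and with the array SD covariate, and that of Abcb11 with centring. Of 28 aminoacyl-tRNA synthetases, which load amino acids on transfer RNA, 2 were higher and 8 lower in Rapa + DR (median log2 change of -0.10, adjusted p = 0.119, 11 of 12 mice; adjusted p = 0.000722 by fry), among them Aars (-0.66 ± 0.07) and Gars (-0.43 ± 0.07), whose calls were lost with centring; the list passed with quantile normalization, normexp and the array SD covariate.

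Among cell markers, of 20 endothelial genes 0 were higher and 6 lower in Rapa (median log2 change of -0.082, adjusted p = 0.169, 11 of 12 mice), among them Eng (-0.51 ± 0.11) and Stab2 (-0.41 ± 0.10). Of 19 hepatocyte markers 3 were higher and 4 lower in Rapa + DR (median log2 change of -0.37, mean of -0.18, adjusted p = 0.79, 11 of 12 mice). Their median changed sign under quantile normalization, normexp, the array SD covariate and centring without the SD. Egr1, an immediate early gene, rose in Rapa (1.04 ± 0.38, adjusted p = 0.0499, 11 of 12 mice), a call lost in 6 settings, among them array weights and no filter.

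Each count of called probes was set against 100 splits of the mice. In each the real split alone, 1 of 100, gave a count as large. That is the smallest share these splits can give, so chance is argued against and not excluded. The real count and the highest other were 2523 and 436 in DR against AL, 2103 and 1318 in Rapa against AL, 4030 and 2379 in Rapa + DR against AL, 321 and 8 in Rapa + DR against DR, 2564 and 1236 in Rapa + DR against Rapa, and 1618 and 130 in DR against Rapa.

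The second principal component followed the SD of an array's log2 signals over 46 arrays (Pearson r = -0.837, permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 3e-05 over 6 relations; Spearman rho = -0.793; r = -0.822 without the 2 farthest arrays). The mean SD differed by -0.00772 between Rapa and AL (p = 0.882).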
